# Bmal1 regulates inflammatory responses in macrophages by modulating enhancer RNA transcription

**DOI:** 10.1038/s41598-017-07100-3

**Published:** 2017-08-01

**Authors:** Yumiko Oishi, Shinichiro Hayashi, Takayuki Isagawa, Motohiko Oshima, Atsushi Iwama, Shigeki Shimba, Hitoshi Okamura, Ichiro Manabe

## Abstract

Bmal1 (encoded by *Arntl* gene) is a core circadian clock gene that regulates various genes involved in circadian rhythm. Although Bmal1 is expressed rhythmically in macrophages, the role of Bmal1 in the regulation of their cellular function remains insufficiently understood. Here, we report that Bmal1 regulates time-dependent inflammatory responses following Toll-like receptor 4 (TLR4) activation by modulating enhancer activity. Global transcriptome analysis indicated that deletion of *Arntl* perturbed the time-dependent inflammatory responses elicited by TLR4 activation by Kdo2-lipid A (KLA). Although the recruitment of NF-κB p65 was unaffected, the acetylation status of lysine 27 of histone 3, which correlates positively with enhancer activity, was globally increased at PU.1-containing enhancers in *Arntl* ^−/−^ macrophages as compared to wild-type cells. Expression of *Nr1d1* and *Nr1d2*, encoding RevErb transcription factors, which repress enhancer RNA expression, was significantly decreased in *Arntl* ^−/−^ macrophages. Moreover, the level of H3K27 acetylation was increased by *Arntl* deletion at RevErb-dependent eRNA-expressing enhancers. These results suggest that Bmal1 controls KLA-responsive enhancers, in part by regulating RevErb-directed eRNA transcription. Taken together, the results of this study show that the clock transcription factor network containing Bmal1 controls the inflammatory responses of macrophages by regulating the epigenetic states of enhancers.

## Introduction

The circadian clock is an endogenous oscillator that drives the diurnal rhythms of physiology and behavior. In mammals, the circadian system has a hierarchical architecture, composed of a light responsive central clock in the suprachiasmatic nuclei and a peripheral clock present in all the cells of the body. The circadian clockwork is driven by a molecular feedback loop in which a heterodimer composed of circadian locomotor output cycles kaput (Clock) and brain and muscle Arnt like protein-1 (Bmal1) drives expression of two inhibitors, cryptochrome (Cry) and period (Per)^1, 2^. These feedback loops generate circadian transcription and translation rhythms. In an additional regulatory loop, Clock and Bmal1 transactivate the nuclear receptor genes *Rora*, encoding RORα, and *Nr1d1*/*2*, encoding RevErb-α and -β. RORα in turn activates and RevErbs repress transcription of *Arntl*, encoding Bmal1. In this way, these nuclear receptors function as a stabilizing loop^3^. Together, these feedback loops generate a repeated transcriptional/translational oscillator with a 24-hour period.

Recent evidence suggests that clock genes are involved in the regulation of numerous physiological process, including metabolism, development and aging. For instance, systemic deletion of *Arntl* in mice resulted in impaired circadian behavior, loss of the rhythmicity of target gene expression, acceleration of aging processes^4^, and metabolic disorders^5–7^. Immune responses also show day-night difference^8^. For instance, susceptibility to LPS-induced endotoxin shock shows diurnal variability in mice^9^. Induction of several proinflammatory cytokines was greater when mice were challenged with LPS at ZT12 (start of dark phase) than at ZT0 (start of light phase)^10^. Moreover, perturbation or desynchronization of the clock by modulating light input alters immune function^9, 11^. Because clock genes oscillate in isolated immune cells, including macrophages^12^, the peripheral cellular clock within immune cells are likely to be involved in controlling the daily function of immune cells in addition to the central oscillator in the brain.

Macrophages are an essential component of the innate immune system. Acting via various pattern recognition receptors, such as Toll-like receptors (TLRs), macrophages respond to danger signals, including pathogen-associated molecular patterns such as LPS and damage-associated molecular patterns such as HMGB1 and DNA, which are endogenous molecules associated with cell and tissue injury. For instance, TLR4 senses LPS and activates NF-κB, AP-1 and IRF3 transcription factors, triggering transcriptional events that culminate in proinflammatory activation of macrophages^13^. The peripheral clock is present in myeloid lineage cells, including macrophages. Myeloid cell-specific deletion of *Arntl* disrupted the rhythmic cycling of blood Ly6C^hi^ monocytes and predisposed mice to the development of pathologies such as acute inflammation induced by *L. monocytogenes* infection and metabolic disorders associated with high-fat diet-induced obesity^14^. In that study, Bmal1 was found to directly suppress transcription of the proinflammatory genes *Ccl2*, *Ccl8* and *S100a8*. Macrophages with low Bmal1 levels (e.g., ZT12 or circadian desynchronization) also showed higher expression of several proinflammatory cytokines^11, 15^. Based on these results it was suggested that Bmal1 acts as an anti-inflammatory molecule in monocytes/macrophages^8^. However, Bmal1’s function appears not to be limited to suppression of inflammatory activation of monocytes/macrophages. For instance, Bmal1 reportedly controls expression of *Tlr9* in macrophages, and in a TLR9-dependent mouse sepsis model, sepsis was worse in mice that underwent the model at ZT19, when *Tlr9* expression is normally at its peak^16^.

While the circadian clock greatly affects immune responses, inflammation appears to affect the clock in reverse. Wang *et al*. showed that LPS induces a phase shift in the Per2 rhythm in synchronized peritoneal macrophages^17^. LPS also transiently reduces *Arntl* mRNA levels^17, 18^. Collectively, these results demonstrate that the circadian clock and immune system are tightly linked to one another. However, the impact of the linkage between the cellular clock and the regulatory machinery of inflammatory responses and global gene regulation in macrophages is still insufficiently understood. In the present study, we analyzed the effects of Bmal1 on the transcriptome and enhancer landscape in macrophages.

## Results

### Time-dependent inflammatory responses are disturbed in *Arntl*^−/−^ macrophages

To elucidate the genome-wide function of the clock protein Bmal1 in the machinery regulating the inflammatory responses of macrophages, we first examined the effects of *Arntl* deletion on the transcriptome. Bone marrow-derived macrophages (BMDMs) were prepared from *Arntl* ^−/−^ mice or their wild-type (WT) littermate controls. 

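PolyA RNA from the BMDMs was sequenced in 8 libraries, 1 for each of the 2 genotypes at 4 times after addition of the TLR4 agonist KLA (0, 6, 24 and 48 h). Each condition had 1 library, so no difference between conditions has a replicate check, and the intervals given for shares of genes describe the number of genes counted. The authors aligned the reads to the mm9 mouse genome with STAR and counted them on RefSeq exons with HOMER, on both strands. They scaled each library to 10000000 reads and divided by exon length, and deposited the FPKM of 24016 genes. FPKM multiplied by length fell on whole multiples of the value of 1 read in every library (100% of the low values examined), which gave the number of reads behind each value. The libraries held 13080349, 27036913, 10685718 and 9191184 reads on genes in WT cells at 0, 6, 24 and 48 h, and 18166524, 15461907, 15350506 and 8587535 in *Arntl* -/- cells.

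To compare the libraries, FPKM was divided by median-of-ratios size factors, which ranged from 0.918 in WT cells at 48 h to 1.13 in WT cells at 6 h. *Arntl*, the deleted gene (RefSeq NM_007489, chromosome 7 of mm9, 120350979 to 120457640), had a scaled FPKM of 34.3, 32.3, 35.6 and 38.7 in WT cells at 0, 6, 24 and 48 h. In *Arntl* -/- cells it was 13.9, 11.3, 18.8 and 20.2, from 125, 83, 136 and 75 reads, so every *Arntl* -/- library was below every WT library. The mean log2 ratio of *Arntl* -/- to WT over the 4 times, computed with a pseudocount of 0.1, was -1.16.

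The libraries also differed in a way that followed their depth. In WT cells at 6 h, the deepest library, the 972 most highly expressed of the 9720 genes analyzed deviated from the mean of the 8 libraries by a median log2 of -0.36, whereas the 972 genes with the lowest expression deviated by 0.14. Over the 8 libraries, the deviation of the most highly expressed genes minus that of the lowest correlated with the log2 number of reads at Pearson's r = -0.972 (exact permutation p = 0.000546) and Spearman's rho = -0.905 (exact permutation p = 0.00456). These 2-sided values were 0.000546 and 0.00456 after Benjamini-Hochberg adjustment over the 2 relations computed. Without the 2 libraries farthest from the median depth, r was -0.934 (exact permutation p = 0.0139). The log2 size factor rose with depth at r = 0.973 (exact permutation p = 0.000248, adjusted 0.000496) and rho = 0.976 (exact permutation p = 0.000397, adjusted 0.000794), with r = 0.952 (exact permutation p = 0.00278) without those 2 libraries. Depth, genotype and time cannot be told apart with 1 library per condition.

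**Figure D1:**
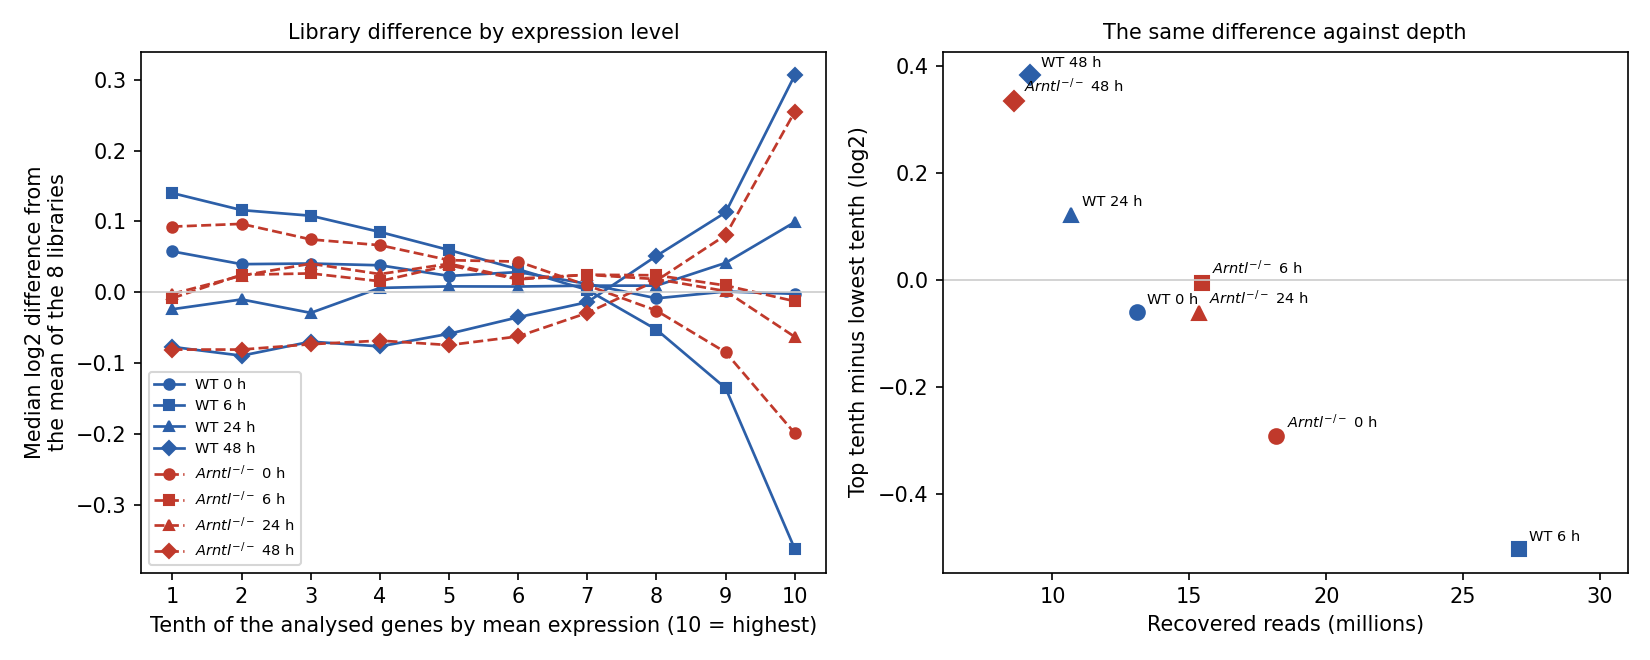
Left, median log2 difference of each library from the mean of the 8 libraries for the genes analyzed, in groups of 972 genes by mean expression. Right, the difference between the highest and the lowest group plotted against the number of reads per library. It falls from 0.38 in WT cells at 48 h to -0.50 in WT cells at 6 h.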

The cells were stimulated with Kdo2 lipid A (KLA), a chemically defined substructure of bacterial lipopolysaccharide (LPS) that is specifically recognized by TLR4^19^, after which the transcriptome was analyzed over the course of the inflammatory response through RNA-sequencing (RNA-seq). RefSeq genes with normalized counts ≥100 at one or more time points in WT macrophages (a total of 9,720 genes) were clustered into 5 groups using the Mfuzz clustering method^20^, and the temporal changes in gene expression in each cluster were compared between WT and *Arntl* ^−/−^ macrophages (Fig. 1). 

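The 9720 genes with the highest WT maximum of scaled FPKM multiplied by length were clustered. On the scale of the recovered reads, 10487 genes had at least 100 scaled reads at 1 or more WT time points, and 9190 did when the deposited values were multiplied by length in kb. The WT values were standardized for each gene and clustered with fuzzy c-means, the routine behind Mfuzz, with 5 clusters, the best of 20 starts and a fuzzifier of 2.51 from Mfuzz's estimate. With a membership score of at least 0.3, clusters 1 to 5 held 1921, 1314, 2171, 2109 and 2205 genes. At least 1 cluster held 8603 genes, and 1117 were in 2 or more. The centers were matched to the 5 WT profiles of Fig. 1, read by eye, and correlated with them over the 4 time points at r = 0.735, 0.267, 0.989, 0.891 and 0.988. When the values were clustered as deposited, without size factors, the clusters held 1429, 1899, 1619, 2293 and 2608 genes, and r was 0.998, 0.980, 0.951, 0.857 and 0.983. Cluster 1 grew most, to 3170 genes, when genes with an FPKM of at least 1 were clustered, and shrank most, to 820 genes, when each gene was given to the profile of Fig. 1 it correlated with best.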

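To describe how far the profiles changed, the *Arntl* -/- profile of each gene was standardized over its own 4 time points and given to the WT center it correlated with best. In clusters 1 to 5, 53.8% (95% Wilson interval 51.5 to 56.0), 43.3% (40.6 to 46.0), 15.4% (14.0 to 17.0), 51.6% (49.5 to 53.8) and 51.9% (49.8 to 54.0) of the genes were given to the center of their own cluster. As deposited, these shares were 30.1, 27.3, 53.0, 10.6 and 78.8%, so that their order changed. Between the genotypes, 366 of the genes analyzed differed at least 1.5-fold at 0 h (212 higher and 154 lower in *Arntl* -/- cells), 356 at 6 h (183 and 173), 468 at 24 h (254 and 214) and 892 at 48 h (415 and 477). These counts moved most with the filter on low values, and among the 14959 genes with an FPKM of at least 1 they were 3045 (1709 higher and 1336 lower), 2823 (1094 and 1729), 3176 (1692 and 1484) and 3868 (1963 and 1905). Among the 10487 genes with at least 100 scaled reads, an alternative chosen after seeing the data, 213 were higher and 277 lower at 6 h. Without size factors, 55 genes were higher and 371 lower at 6 h.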

In all clusters, expression of many genes was affected by *Arntl* deletion, and expression patterns appeared to be desynchronized, particularly in clusters 1–3. Notably, the expression patterns of the KLA-induced genes in clusters 1 and 2 were strikingly disturbed in *Arntl* ^−/−^ macrophages. 

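The mean Z-score of cluster 1 in WT cells was -0.756 at 0 h, -0.285 at 6 h, -0.220 at 24 h and 1.26 at 48 h. The same genes in *Arntl* -/- cells had mean Z-scores of -0.569, -0.248, 0.0824 and 0.735. In cluster 2 the mean Z-score was -0.806, -0.0867, 1.13 and -0.243 in WT cells and -0.432, -0.270, 0.633 and 0.0692 in *Arntl* -/- cells. Clustered as deposited, cluster 1 rose to a mean Z-score of 0.313 at 6 h in WT cells, compared with -0.324 in *Arntl* -/- cells, and cluster 2 rose to 0.924, compared with -0.0147.

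**Figure D2:**
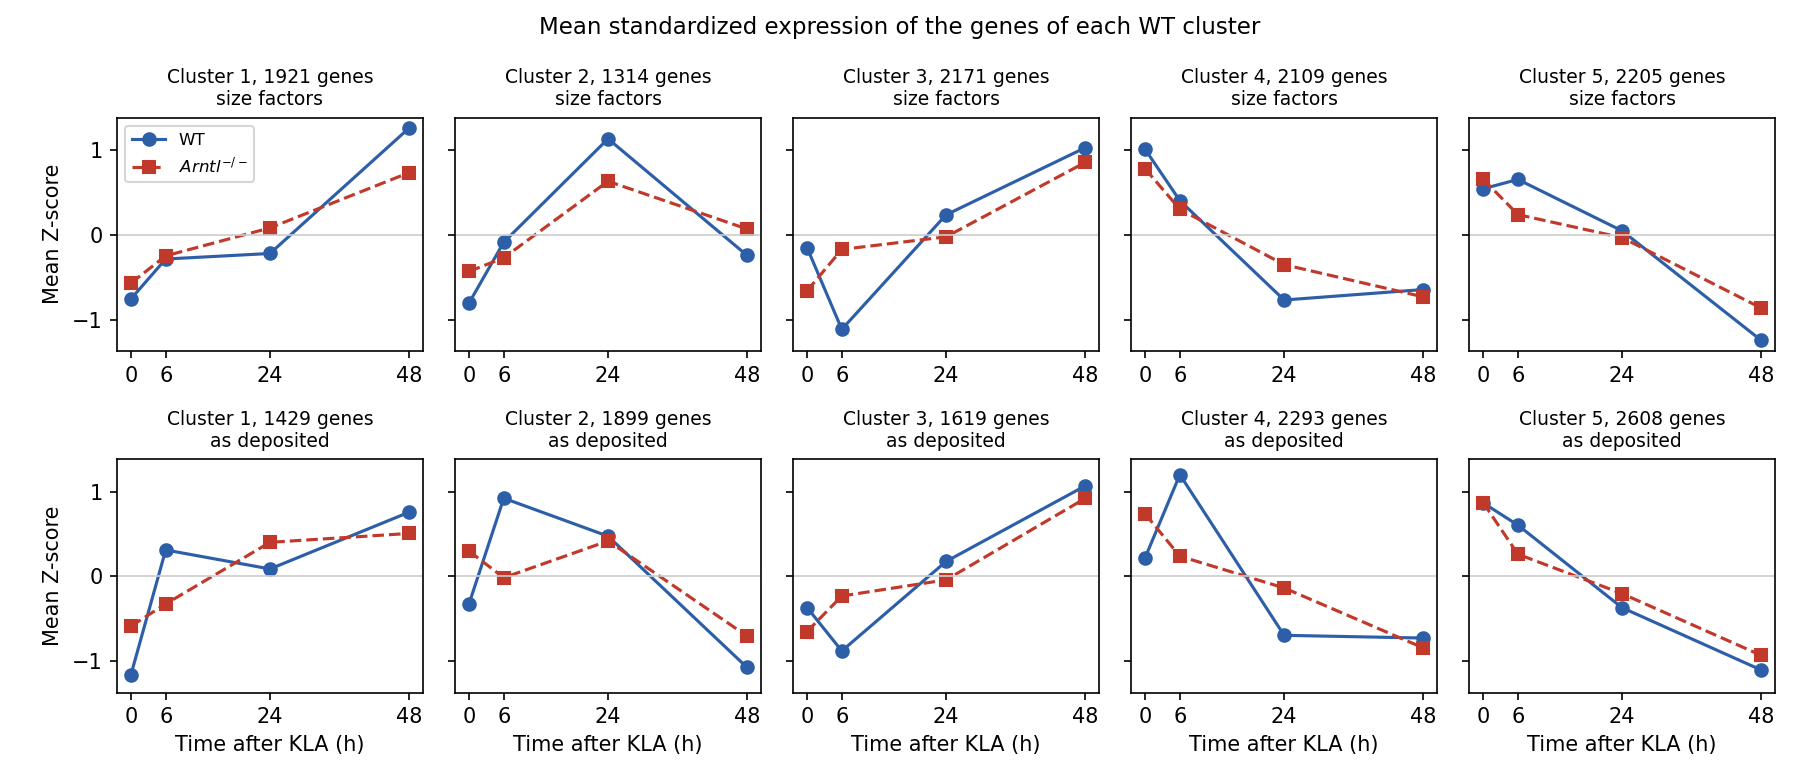
Mean Z-score of the genes of each WT cluster at 0, 6, 24 and 48 h after KLA in WT (blue circles) and *Arntl* -/- (red squares) cells. In the upper row values were divided by size factors, and in the lower row they were used as deposited, where clusters 1 and 2 rise at 6 h in WT cells to 0.313 and 0.924.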

In WT cells, genes in clusters 1 and 2 were upregulated after KLA treatment, and the expression of core genes involved in those clusters reached a peak at 6 h. 

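Of the genes of clusters 1 and 2, 5.79% (95% Wilson interval 5.04 to 6.65) had their highest WT value at 6 h. In cluster 1, 97.3% were highest at 48 h, and in cluster 2, 87.7% were highest at 24 h. The clusters were made on the WT values, so these times follow from the centers, which for clusters 1 and 2 correlated with the profiles in Fig. 1 at r = 0.735 and 0.267, compared with 0.998 and 0.980 as deposited. As deposited, 52.7% of the genes of clusters 1 and 2 were highest at 6 h, 26.0% in cluster 1 and 72.8% in cluster 2, and 53.1% of cluster 1 were highest at 48 h. The median log2 change from 0 to 6 h in WT cells was 0.12 in cluster 1 and 0.16 in cluster 2, where the median of all genes analyzed was -0.03. Without size factors the median of all genes itself rose by 0.12, and those of clusters 1 and 2 rose by 0.37 and 0.28.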

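The *Arntl* -/- libraries did not enter the clustering, so their changes can be set against random lists of genes. In *Arntl* -/- cells, 11.6% (10.5 to 12.7) of the genes of clusters 1 and 2 were highest at 6 h. The median log2 change from 0 to 6 h was 0.11 in cluster 1 and 0.05 in cluster 2, above all of 10000 random lists of the same size matched on mean expression (percentile 100 for both). With the values as deposited, the median of cluster 2 was -0.08, at percentile 81.9 of its random lists.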

In *Arntl* ^−/−^ cells, by contrast, the clear induction pattern of those genes seen 6 h after KLA treatment was lost. Instead, expression of many of those genes reached peaks 24 h after KLA treatment, indicating a marked delay in the KLA response. Moreover, whereas expression of genes in cluster 3 sharply dipped after 6 h in WT cells, this nadir was absent in *Arntl* ^−/−^ macrophages. 

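In *Arntl* -/- cells, 31.6% (30.0 to 33.2) of the genes of clusters 1 and 2 were highest at 24 h, 17.9% in cluster 1 and 51.8% in cluster 2. The largest share of cluster 1, 64.1%, was highest at 48 h. From 6 to 24 h the median log2 change in *Arntl* -/- cells was 0.11 in cluster 1 and 0.22 in cluster 2, and in WT cells it was 0.05 and 0.22. The share highest at 24 h moved most in the genes with an FPKM of at least 1, where it was 25.3%.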

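In cluster 3, 91.6% (90.4 to 92.7) of the genes had their lowest WT value at 6 h, and 19.0% (17.4 to 20.7) had their lowest *Arntl* -/- value there. The cluster was chosen on its WT values, so its WT share follows in part from that choice. The median log2 change from 0 to 6 h was -0.24 in WT cells and 0.14 in *Arntl* -/- cells, above all of the 10000 matched random lists (median 0.10, percentile 100), as it also was with the values as deposited. From 6 to 24 h it was 0.37 in WT cells and 0.04 in *Arntl* -/- cells. In *Arntl* -/- cells, 60.5% of the genes were lowest at 0 h. The WT share moved most after each library was corrected for its relation to expression level, an alternative chosen after seeing the data. The center matched to cluster 3 then correlated with its profile in Fig. 1 at r = 0.620, and 30.1% of its genes were lowest at 6 h in WT cells, compared with 40.9% in the cluster matched to cluster 1.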

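Lists of genes written before the data were examined stood in for gene ontology terms, and their share in each cluster was compared with 10000 random lists matched on mean expression. Of 81 ribosomal protein genes, 98.8% were in cluster 3 (percentile 100), and so were 78.0% of 82 oxidative phosphorylation genes (percentile 100), where all genes analyzed had a share of 22.3%. Of 50 cell cycle genes, 80% were in cluster 5 (percentile 100). These lists fell most often in the same clusters with the values as deposited, with shares of 97.53, 56.1 and 72.0%.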

Gene ontology analysis indicated that genes related to inflammatory responses and cellular metabolism were significantly enriched in clusters 1–3. In particular, the GO terms “innate immune response” and “IκB kinase/NF-κB signaling” were enriched in cluster 1 (Fig. 1). Similarly, the GO terms “NF-κB signaling pathway” and “innate immune system” were enriched in cluster 2. 

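The list of genes induced through NF-κB and TLR4 held 50 genes, of which 47 were analyzed. In cluster 1 were 7 of them, or 14.9% (95% Wilson interval 7.41 to 27.7; percentile 25.5), where all genes analyzed had a share of 19.8%. The values as deposited moved this share most, to 38.3% (percentile 100). Of 40 interferon response genes, 87.5% (73.9 to 94.5; percentile 100) were in cluster 1.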

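Cluster 2 held 42.6% (29.5 to 56.7) of the NF-κB and TLR4 genes, at percentile 100, where all genes analyzed had a share of 13.5%. The share as deposited was 23.4%, at percentile 93.5. Of the interferon response genes, 2.5% were in cluster 2.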

Cluster 3 was also associated with innate immune responses. These findings suggest that the innate immune responses mediated via NF-κB signaling were disturbed in *Arntl* ^−/−^ macrophages, due to the delayed and/or desynchronized transcriptome response to TLR4 activation.

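Cluster 3 held 17.0% (8.89 to 30.1) of the NF-κB and TLR4 genes and 5.00% (1.38 to 16.5) of the interferon response genes. These shares stood at percentiles 0 and 0.005 of the matched random lists, and with the values as deposited the interferon response genes stood at percentile 25.7. Of 40 lysosome genes, 75.0% (59.8 to 85.8) were in cluster 3, at percentile 85.4, and with the values as deposited 82.5% were, at percentile 99.995.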

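Between the genotypes, the median log2 ratio of *Arntl* -/- to WT of the NF-κB and TLR4 genes was 0.13 at 0 h, 0.21 at 6 h, 0.03 at 24 h and -0.01 at 48 h. These medians stood at percentiles 100, 99.1, 98.5 and 74.1 of 10000 matched random lists. Without size factors they were 0.21, 0.07, 0.07 and 0.03, at the same percentiles, and the median of all genes at 6 h was itself -0.12. The interferon response genes had medians of 0.28, 0.11, 0.35 and 0.03 (percentiles 100, 96.5, 100 and 88.9). With the values as deposited their median at 6 h changed sign to -0.02 along with the shift of all genes, and its percentile stayed at 96.5. From the altered profiles of clusters 1 to 3 and the ontology terms of their genes (Fig. 1), the paper proposes that innate immune responses through NF-κB were disturbed in *Arntl* -/- macrophages because their transcriptome response to TLR4 was delayed and/or desynchronized.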

**Figure 1:**
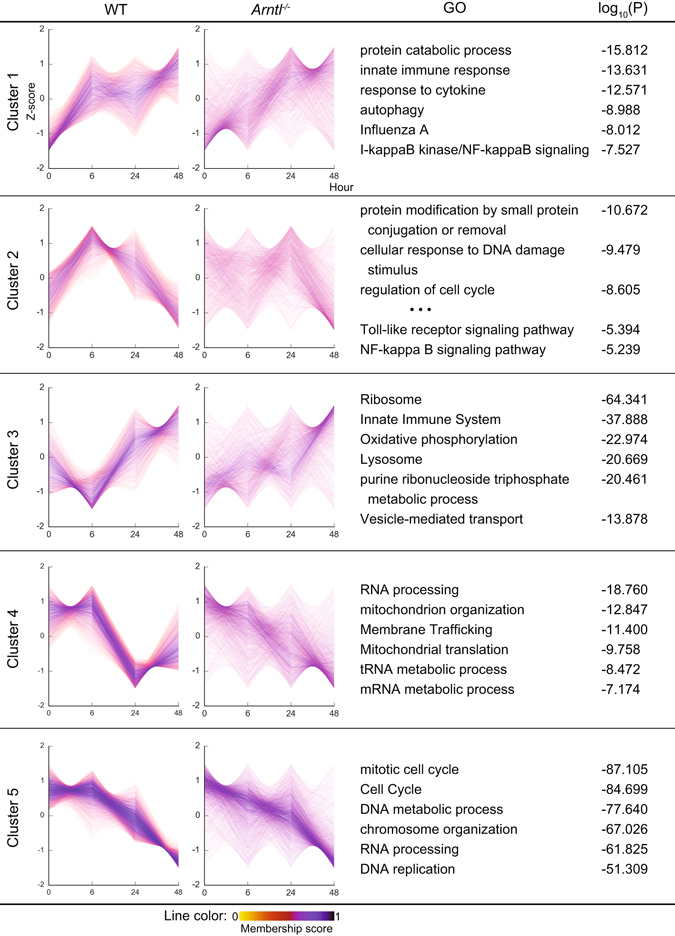
Clustering and time-course expression of genes after TLR4 activation. Bone marrow-derived macrophages prepared from WT and *Arntl* ^−/−^ mice were treated with KLA for 0, 6, 24 or 48 h, after which their transcriptomes were analyzed using RNA-seq. RefSeq genes with normalized counts ≥100 at one or more time point in WT macrophages were clustered into 5 groups using the Mfuzz clustering method^20^. Prior to Mfuzz clustering, normalized counts were standardized so that the average counts for each gene was zero and the standard deviation was one. The genes with membership scores ≥0.3 were chosen as the members of each cluster in the following analyses. Expression levels of each gene (Z-score) are shown as line graphs. The color gradient of lines from purple to pink indicates the membership score. Normalized counts of each gene in *Arntl* ^−/−^ cells were also standardized and shown as line graphs. GO terms associated with each cluster are shown.

Expression of genes belonging to clusters 4 and 5 were also disturbed by *Arntl* deletion; however, the trends in the gene expression of the core members appeared to be less affected by *Arntl* deletion than in clusters 1–3. In addition, clusters 1–3 contained genes regulated by NF-κB signaling. 

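Of the memberships in clusters 4 and 5, 51.8% (50.3 to 53.3) stayed with the WT center of their cluster in *Arntl* -/- cells, compared with 35.8% (34.6 to 37.1) of those in clusters 1 to 3. As deposited, the shares were 46.9% and 36.5%. In WT cells the mean Z-score of cluster 4 was 1.01, 0.404, -0.769 and -0.646 at 0, 6, 24 and 48 h, and in *Arntl* -/- cells it was 0.781, 0.303, -0.352 and -0.732. Cluster 5 had mean Z-scores of 0.545, 0.655, 0.0470 and -1.25 in WT cells and 0.657, 0.240, -0.0327 and -0.864 in *Arntl* -/- cells.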

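Counted by cluster, clusters 1 to 3 held 7, 20 and 8 of the 47 NF-κB and TLR4 genes, and clusters 4 and 5 held 4 and 5. As deposited, the counts in clusters 1 to 5 were 18, 11, 6, 9 and 3. A gene with a membership score of at least 0.3 in 2 clusters is counted in both.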

Given these results, we will focus on the inflammatory responsive genes under the control of TLR4 signaling in the following analyses.

### Inflammatory response-related gene expression is disturbed in *Arntl*^−/−^ macrophages

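The lists can also be followed within each genotype. From 0 to 6 h after KLA, the NF-κB and TLR4 genes rose by a median log2 of 0.30 in WT cells and 0.38 in *Arntl* -/- cells, and from 6 to 24 h by 0.27 and 0.19. The interferon response genes rose by 1.06 and 0.82 from 0 to 6 h. With the values as deposited the order of the genotypes changed for the NF-κB and TLR4 genes, to 0.46 in WT cells and 0.32 in *Arntl* -/- cells from 0 to 6 h and to 0.08 and 0.18 from 6 to 24 h. The median of all genes from 0 to 6 h also moved, from -0.03 to 0.12 in WT and from 0.01 to -0.05 in *Arntl* -/- cells. The list stood at percentile 100 of the matched random lists in both genotypes with either scaling, so this change of order cannot be told apart from the scaling. From 0 to 6 h the order of the genotypes also changed with upper-quartile scaling, to 0.36 and 0.32, and after the correction for expression level, to 0.39 and 0.26. After that correction the order changed from 6 to 24 h as well, to 0.177 and 0.181. As deposited it stayed for the interferon response genes, at 1.22 and 0.76.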

The results of our RNA-seq clearly indicate that TLR4-responsive transcriptome activation is delayed or desynchronized in *Arntl* ^−/−^ macrophages. Based on these results, and given the role of Bmal1 as a central transcription factor within the cellular clock, we hypothesized that Bmal1 contributes to the time-dependent regulation of inflammation-related gene expression in macrophages. To test that idea, we first assessed the effect of TLR4 activation by KLA on the expression of clock genes. Expression of *Arnt1* and *Per1*/*2* was transiently downregulated 4 h after KLA treatment (Supplementary Fig. S1). *Cry1*/*2* was upregulated after KLA treatment; its expression showed a peak at 8 h. The effects of TLR4 activation on *Arntl* expression are consistent with earlier reports^17, 18^ and demonstrate that TLR4 activation by KLA induces time-dependent changes in clock gene expression.

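Of the genes of cluster 1, 1107 were also in cluster 1 when the values were clustered as deposited. The shared genes were 915 for cluster 2 and 1366 for cluster 3.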

To characterize the effect of *Arntl* deletion on induction of inflammatory response-related genes, we further investigated the genes classified as cluster 1 (1,758 genes). The temporal expression profiles of these genes were evaluated by comparing the expression levels of individual genes at 0, 6 and 24 h after KLA treatment in WT and *Arntl* ^−/−^ macrophages (Fig. 2a and b, Supplementary Fig. S2). While expression of the majority of cluster 1 genes was higher at 6 h than at baseline (0 h) in WT cells, expression of these genes remained unchanged in *Arntl* ^−/−^ cells (Fig. 2a). 

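In WT cells, 70.7% (95% Wilson interval 68.7 to 72.7) of the cluster 1 genes were higher at 6 h than at 0 h, and in *Arntl* -/- cells 65.5% (63.4 to 67.6) were. Few of these changes reached 1.5-fold, which 192 genes did upward and 8 downward in WT cells, and 133 and 26 in *Arntl* -/- cells. When the values were used as deposited, the WT share was 100% and the *Arntl* -/- share 62.7%. With each gene given to the profile of Fig. 1 it correlated with best at r of at least 0.8, they were 100% and 69.3%. Cluster 1 was chosen on its WT values, so its WT shares follow at least in part from that choice, and the *Arntl* -/- shares do not. Counting only changes of at least 1.5-fold moved the WT share most, to 9.99%.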

Many cluster 1 genes in WT cells were slightly inhibited or unchanged at 24 h, as compared to their expression levels at 6 h. 

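In WT cells, 57.99% (55.8 to 60.2) of the cluster 1 genes were higher at 24 h than at 6 h, with 125 genes at least 1.5-fold higher and 59 at least 1.5-fold lower. Without size factors the share fell below 50%, to 41.4%, and the median log2 change was -0.05, where the median of all genes was -0.17.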

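In *Arntl* -/- cells, 65.3% (63.2 to 67.4) of the cluster 1 genes were higher at 24 h than at 6 h. At least 1.5-fold higher were 180 genes, and 33 were at least 1.5-fold lower. The share with the values as deposited was 75.8%.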

In *Arntl* ^−/−^ cells, by contrast, expression levels of the majority of these genes were increased at 24 h as compared with those at 6 h (Fig. 2b). These changes were also observed by comparing gene expression levels in WT and *Arntl* ^−/−^ at each time point. 

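The libraries of the 2 genotypes were next compared at each time point. Of the cluster 1 genes, 58.7% (56.5 to 60.9) were higher in *Arntl* -/- than in WT cells at 0 h, 54.7% (52.4 to 56.9) at 6 h and 63.8% (61.6 to 65.9) at 24 h, where 47.02, 52.5 and 49.1% of all genes analyzed were. With the values as deposited the share of cluster 1 changed direction at 6 h, to 25.5%, and was 80.1% at 0 h and 70.3% at 24 h. The shares of all genes were then 61.5, 30.3 and 57.2%. After the correction for expression level, chosen after seeing the data, the share changed direction at 24 h, to 49.0%.

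**Figure D3:**
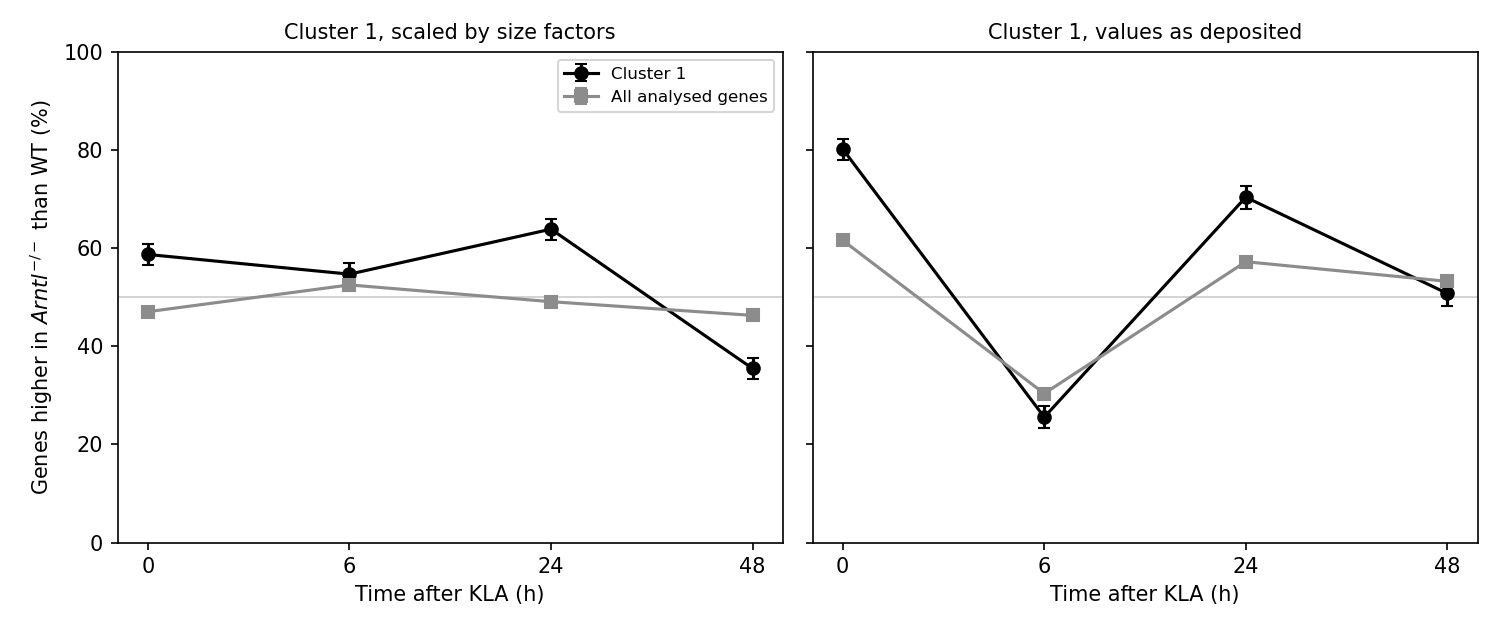
Percent of genes higher in *Arntl* -/- than in WT cells at each time after KLA, for cluster 1 (black circles) and all genes analyzed (gray squares), with 95% Wilson intervals. With size factors (left) the share of cluster 1 at 6 h is 54.7%, and with the values as deposited (right) it is 25.5%.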

Expression of the majority of cluster 1 genes was higher in *Arntl* ^−/−^ cells at 0 h, lower at 6 h, and higher at 24 h than in WT cells (Supplementary Fig. S2). Collectively, expression of cluster 1 genes in *Arntl* ^−/−^ cells showed a trend toward basal activation and delayed and/or enhanced expression later, at 24 h.

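In size, the median log2 ratio of *Arntl* -/- to WT of the cluster 1 genes was 0.04 at 0 h, 0.02 at 6 h, 0.08 at 24 h and -0.10 at 48 h. As deposited it was 0.18, -0.13, 0.12 and 0.00, and the medians of all genes were 0.06, -0.12, 0.04 and 0.02. At 48 h, 35.5% (33.3 to 37.6) of the cluster 1 genes were higher in *Arntl* -/- cells, and with the values as deposited 50.7% were.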

**Figure 2:**
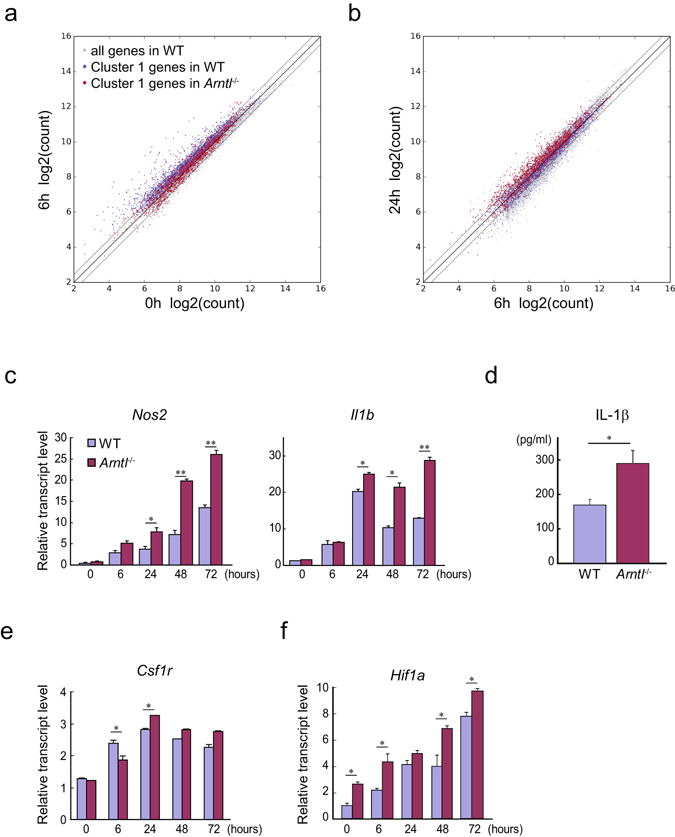
Prolonged inflammatory response in *Arntl* ^−/−^ macrophages. (**a**,**b**) Scatter plots depicting the relationship between log2 normalized counts of cluster 1 genes in WT and *Arntl* ^−/−^ macrophages treated with KLA for 0 or 6 h (**a**) and 6 or 24 h (**b**). Gray dots indicate all RefSeq genes with counts ≥100 at one or more time points in WT macrophages. Blue and red dots represent the genes belonging to cluster 1 in WT and *Arntl* ^−/−^ macrophages, respectively. Lines indicating a 1.5-fold change are shown. (**c**) Relative mRNA expression of *Nos2* and *Il1b* in WT and *Arntl* ^−/−^ macrophages treated with KLA for the indicated times. n = 3 for each group at each time point. (**d**) Levels of IL-1β protein in the culture media of WT and *Arntl* ^−/−^ BMDMs stimulated with KLA plus ATP. n = 10 for each group. (**e**,**f**) Relative mRNA expression of *Csf1r* (**e**) and *Hif1a* (**f**) in WT and *Arntl* ^−/−^ macrophages treated with KLA for the indicated times. n = 3 for each group at each time point. For qPCR in (**c**,**e** and **f**) expression levels were first normalized to those of 18 s rRNA and then further normalized to the levels in WT cells at 0 h. *p < 0.05, **p < 0.01 between WT and *Arntl* ^−/−^ cells at the same time point.

Quantitative PCR (qPCR) analysis independently confirmed that expression of proinflammatory genes belonging to cluster 1, including *Nos2* and *Il1b*, remained significantly elevated 24, 48 and 72 h after TLR4 activation in *Arntl* ^−/−^ cells as compared to WT cells (Fig. 2c). Thus activation of these genes in *Arntl* ^−/−^ macrophages was both enhanced and prolonged. Consistent with the enhanced *Il1b* mRNA expression, levels of secreted IL-1β protein were significantly increased in the *Arntl* ^−/−^ BMDMs as compared to WT cells (Fig. 2d).

As in cluster 1, the upregulation of core members of cluster 2 genes seen at 6 h in WT cells was absent in *Arntl* ^−/−^ cells (Fig. 1). 

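In WT cells, 77.2% (74.8 to 79.4) of the cluster 2 genes were higher at 6 h than at 0 h, compared with 57.7% (55.0 to 60.3) in *Arntl* -/- cells. Without size factors the shares were 95.5% and 36.8%. Those of all genes analyzed were then 66.8% and 41.6%, compared with 45.4% and 50.9% with size factors. The *Arntl* -/- share of cluster 2 therefore changed direction along with that of all genes. At least 1.5-fold higher were 118 genes in WT cells and 60 in *Arntl* -/- cells. Cluster 2 was chosen on its WT values, so its WT shares follow in part from that choice.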

For instance, our qPCR showed that in *Arntl* ^−/−^ cells, expression of *Csf1r* remained low 6 h after LPS treatment but was higher after 24 h, suggesting induction of *Csf1r* was delayed and sustained in *Arntl* ^−/−^ cells (Fig. 2d). qPCR also showed that expression of *Hif1a*, belonging to the cluster 3, was enhanced at most time points in *Arntl* ^−/−^ cells. Collectively, these findings indicate that TLR4-mediated expression of a number of proinflammatory genes is enhanced and/or sustained in *Arntl* ^−/−^ macrophages.

### Bmal1 binds to PU.1-associated regulatory regions

We next analyzed the mechanism by which Bmal1 affects the temporal proinflammatory gene response to TLR4 activation. To that end, ChIP-seq of Bmal1 was performed in mouse primary macrophages (thioglycolate-elicited peritoneal macrophages). As expected, Bmal1 binding to clock gene loci was observed (data not shown). Interestingly, Bmal1 binding was also observed in the regulatory regions of TLR4-inducible genes exemplified by *Hif1a* (cluster 1) and *Csf1r* (cluster 2) (Fig. 3a). In addition, *de novo* motif analysis identified a motif for basic helix-loop-helix (bHLH) transcription factors, including NPAS2, as the most highly enriched sequence followed by motifs for PU.1, a macrophage lineage-determining transcription factor, and AP-1 and C/EBP, two transcription factors known to be involved in macrophage activation (Fig. 3b). This suggests Bmal1 associates with enhancers bound by transcription factors important for the regulation of macrophage function, including PU.1, AP-1 and C/EBP.

**Figure 3:**
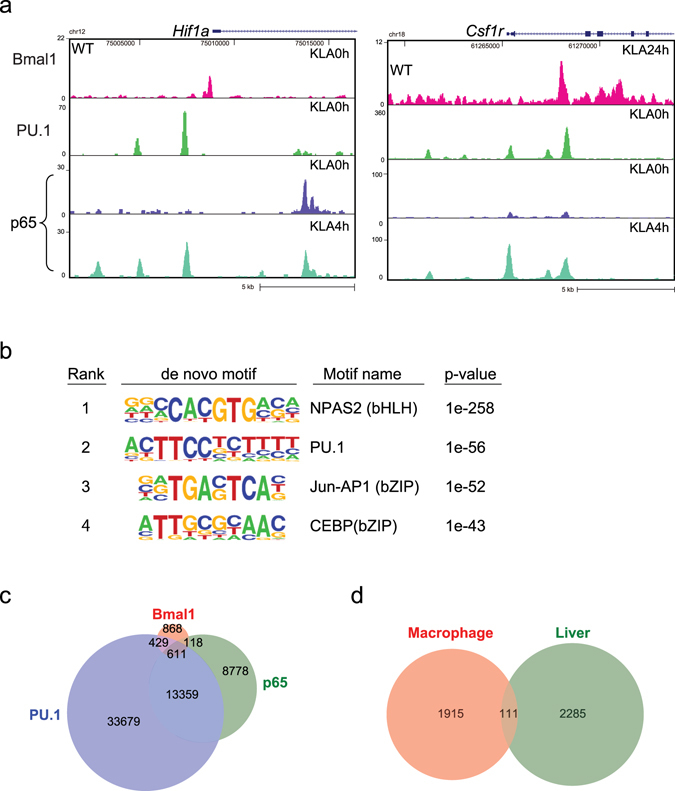
Bmal1 co-localizes with PU.1 and NF-κB. (**a**) UCSC genome browser image illustrating normalized tag counts for ChIP-seqs of Bmal1, PU.1, and p65 around the *Hif1a* and *Csf1r* loci. (**b**) *de novo* motifs identified in regions bound by Bmal1 in macrophages. (**c**) Venn diagram showing the overlap between the PU.1, p65 and Bmal1 peaks identified using ChIP-seq. Note more than half of the Bmal1 peaks (1,158 of 2,026 peaks) were also bound by PU.1 and/or NF-κB p65. (**d**) Venn diagram showing the overlap between Bmal1 peaks in macrophages and liver.

Previous studies demonstrated that PU.1 is necessary for establishing macrophage-specific cistromes for signal-responsive transcription factors, including NF-κB^21, 22^. We found that deletion of *Arntl* affected expression of NF-κB-regulated genes (Fig. 1). Based on those observations, we hypothesized that Bmal1 may co-bind to its cognitive sites along with NF-κB and/or PU.1. Indeed, approximately half of the 2,026 Bmal1 peaks were co-occupied by PU.1 (1,040 sites; 51%). Moreover, 729 sites (36%) were co-occupied by p65, and 611 sites (30%) were co-occupied by both p65 and PU.1 (Fig. 3c). These results suggest that Bmal1 may directly affect PU.1-containing enhancers after TLR4 activation. Given that PU.1 acts as a macrophage lineage-determining transcription factor that is essential for establishment of macrophage-specific enhancers^13, 23^, the extensive co-binding of Bmal1 with PU.1 suggests Bmal1 is involved in macrophage-specific regulatory programs, such as inflammatory responses. Consistent with that idea, only a small fraction (5.5%) of macrophage Bmal1 binding peaks were shared between macrophages and the liver^24^ (Fig. 3d), suggesting the targets regulated by Bmal1 differ between macrophages and the liver. In macrophages, moreover, the target genes containing Bmal1 binding sites predicted by GREAT (genomic regions enrichment of annotations tool)^25^ were significantly associated with different GO terms than liver, with the exception of circadian rhythm-related terms (Supplementary Fig. S3). It thus appears that, aside circadian regulation, Bmal1 has different regulatory functions in macrophages than in the liver.

### Loss of *Arntl* alters the enhancer landscape

Given the role of NF-κB as a primary driver of TLR4-mediated inflammatory transcriptional activation, we hypothesized that perturbed NF-κB binding, namely delayed and prolonged association of NF-κB in response to TLR4 activation, is the mechanism responsible for the altered temporal proinflammatory gene expression in *Arntl* ^−/−^ macrophages. To test that idea, we performed ChIP-seq of the p65 component of NF-κB in WT and *Arntl* ^−/−^ macrophages, after which the temporal pattern of p65 binding was analyzed in WT and *Arntl* ^−/−^ macrophages. Consistent with previous studies^21, 26^, the average p65 binding was increased at PU.1-binding sites 4 h and 8 h after KLA treatment in WT macrophages, and was then lower at 12 h and later (Fig. 4, left column). Unexpectedly, however, *Arntl* deletion did not affect average p65 association with PU.1 loci (Fig. 4, left column).

**Figure 4:**
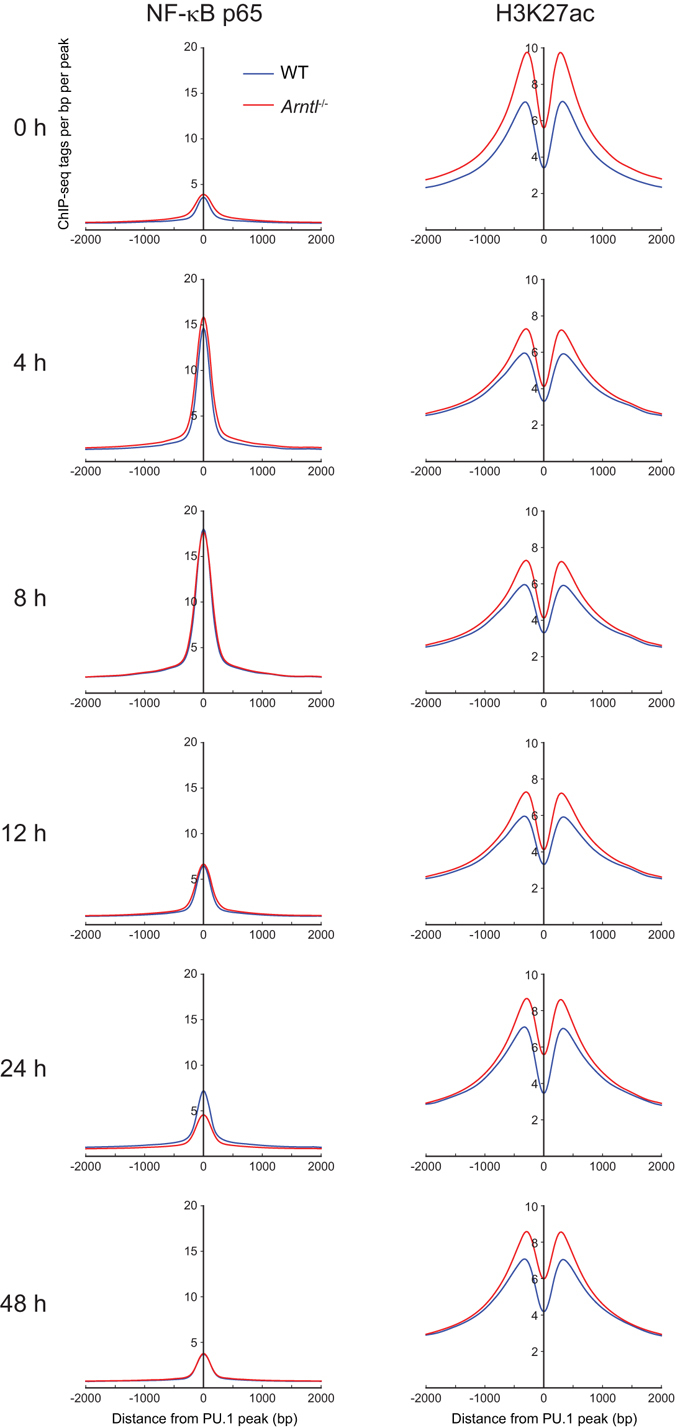
Average recruitment of NF-κB p65 to all PU.1 binding sites are unaffected by *Arntl* deletion. NF-κB p65 and H3K27ac read density in the vicinity of PU.1-dinging sites in WT and *Arntl* ^−/−^ macrophages treated with KLA for indicated times.

The unexpected finding that p65 recruitment was unaffected by loss of *Arntl* prompted us to analyze the enhancer landscape. To assess global enhancer activity, we performed ChIP-seq of lysine 27-acetylated histone H3 (H3K27ac), which is positively associated with transcriptional activity^27, 28^. Interestingly, average H3K27 acetylation levels at all PU.1 binding sites were higher in *Arntl* ^−/−^ than WT macrophages at baseline and throughout the course of the response after KLA stimulation (Fig. 4, right column).

To further assess epigenetic changes, we first analyzed the density of H3K27ac in PU.1/Bmal1 co-binding regions to analyze possible direct effects of the loss of Bmal1. ChIP-seq tags for Bmal1, PU.1 and H3K27ac around the top 500 Bmal1 binding sites at baseline, were grouped into 5 clusters using the K-means clustering algorism. A heat map of Bmal1, PU.1 and H3K27ac reads around PU.1 peaks shows that while H3K27ac levels in cluster A were unchanged or decreased in *Arntl* ^−/−^ cells, H3K27ac levels in clusters B, C and D were clearly higher in *Arntl* ^−/−^ cells than WT cells under basal conditions (Fig. 5a). In agreement with the results of the top 500 Bmal1 sites, average H3K27ac levels around all Bmal1-PU.1 co-binding sites were increased in *Arntl* ^−/−^ cells as compared to WT cells (Supplementary Fig. S4). The changes are exemplified by the KLA-inducible *Arntl* target genes *Hif1a* and *Csf1r* (Fig. 5b). These results indicate that loss of Bmal1 leads to increased H3K27 acetylation at most enhancers to which Bmal1 and PU.1 bind.

**Figure 5:**
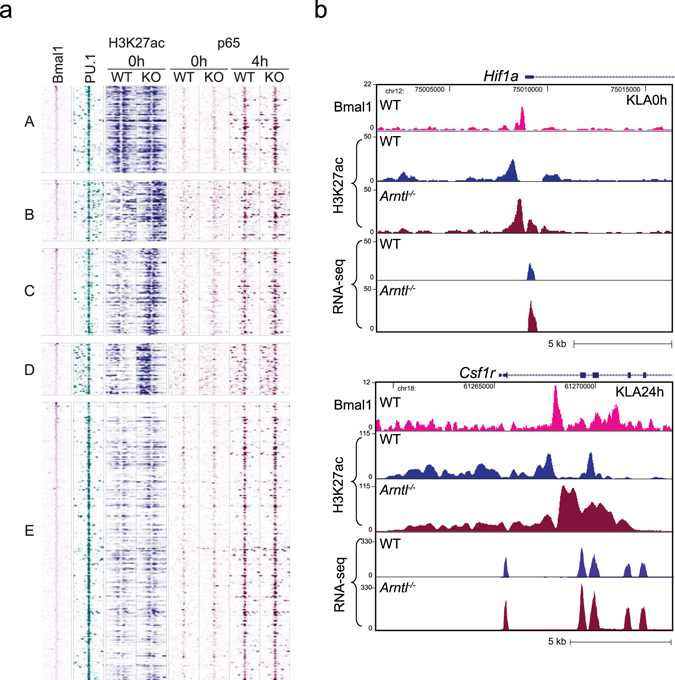
Loss of Bmal1 enhances H3K27 acetylation at Bmal1 binding sites. (**a**) Heatmap for Bmal1, PU.1 and p65 binding and H3K27 acetylation within 2 kb around the center of the top 500 Bmal1-PU1 co-binding sites in untreated cells. ChIP-seq tags for Bmal1, PU.1 and H3K27ac at baseline, were grouped into 5 clusters using the K-means clustering algorism. Corresponding p65 ChIP-seq tag densities in cells at baseline (0 h) and 4 h after KLA treatment are also shown. (**b**) Genome browser snapshots showing Bmal1 and H3K27ac ChIP-seq and RNA-seq signals at *Hif1a* and *Csf1* loci.

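*Hif1a* (RefSeq NM_010431, chromosome 12 of mm9, 75008854 to 75048517) had a scaled FPKM of 254 in WT and 274 in *Arntl* -/- cells at 0 h, from 2551 and 4063 reads, a log2 ratio of 0.11, and the ratio was 0.09, 0.10 and 0.29 at 6, 24 and 48 h. *Csf1r* (RefSeq NM_001037859, chromosome 18, 61265226 to 61290793) had log2 ratios of -0.29, 0.38, -0.18 and 0.11 at 0, 6, 24 and 48 h. *Hmgxb3*, on the opposite strand, shares 16.7% of the annotated exon bases of *Csf1r*, and the counting did not use strand. The 972 most highly expressed genes, among them *Csf1r*, had median log2 ratios of -0.18, 0.34, -0.14 and -0.06 at these times. The ratios of *Csf1r* at 0, 6 and 24 h therefore cannot be told apart from this difference between the libraries. *Csf1* (chromosome 3, 107543966 to 107563387), which the legend names, had a scaled FPKM of 24.6 in WT and 67.3 in *Arntl* -/- cells at 0 h, from 171 and 689 reads, and log2 ratios of 1.45, 0.54, -0.13 and -0.07 at 0, 6, 24 and 48 h.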

Although *Arntl* deletion globally affected the H3K27ac states at PU.1 sites (Fig. 4 right column), only a minor fraction of PU.1 sites were cobound by Bmal1 (Fig. 3c). Therefore, the differential deposition of H3K27 acetylation at PU.1-contining enhancers cannot be fully explained as a primary effect of the loss of Bmal1 binding. Accordingly, we further characterized the mechanism underlying the changes in H3K27 acetylation. TLR4 activation can both activate and repress PU.1-bound enhancer activity concomitantly with changes in H3K27 acetylation^26^. To dissect the epigenetic effect of the loss of Bmal1 in line with our focus on KLA-activated genes in the present study, we focused on the PU.1 enhancers at which H3K27ac was increased by KLA. Furthermore, to focus on early KLA-activated enhancers, we analyzed the PU.1 sites at which H3K27ac tags were increased ≥2-fold as compared to the steady state 4 h after KLA stimulation (5,572 peaks). In WT cells, H3K27ac levels at these KLA-activated enhancers were increased at 4 h and then gradually declined (Fig. 6a). By contrast, the average deposition of H3K27ac was already high at baseline in *Arntl* ^−/−^ macrophages. And while H3K27ac levels were comparable between the two genotypes 4 h after KLA, the elevation in H3K27ac persisted beyond 4 h in *Arntl* ^−/−^ cells. These altered H3K27ac states are exemplified by the *Irf1* locus (Fig. 6b). Moreover, the persistent activation of KLA-responsive enhancers appears to be in agreement with the delayed and prolonged mRNA response to KLA treatment for many genes in clusters 1–3 (Fig. 1). Collectively then, these findings suggest the loss of *Arntl* induces an increase in baseline enhancer activity at inflammatory genes, reduces the responsiveness to TLR4 activation, and prolongs inflammatory responses.

**Figure 6:**
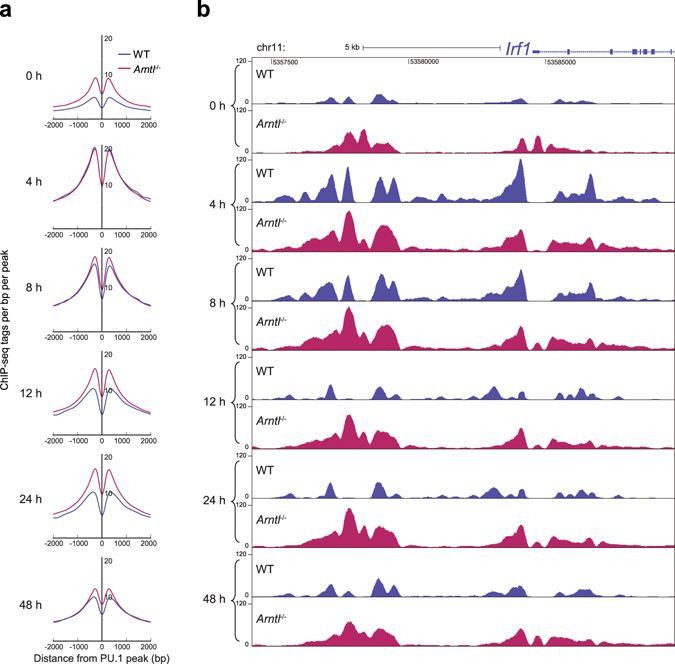
H3K27 acetylation at PU.1-bound, KLA-activated enhancers is augmented in *Arntl* ^−/−^ macrophages. (**a**) Density of H3K27ac reads at the PU.1-bound enhancers activated by KLA treatment at 4 h. (**b**) UCSC genome browser image illustrating ChIP-seq signals for H3K27ac at the *Irf1* locus in WT and *Arntl* ^−/−^ macrophages treated with KLA for the indicated times.

### Reduced NR1D1 and NR1D2 (RevErbα/β) activity modifies the enhancer activity in *Arntl*^−/−^ macrophages

To elucidate the mechanism by which Bmal1 modulates H3K27 acetylation globally on PU.1 sites, we hypothesized that clock-controlled transcription factors are involved. Of particular interest were RevErb-α and RevErb-β, encoded by *Nr1d1* and *Nr1d2*, respectively, because these nuclear receptors have been shown to regulate expression of genes involved in the control of metabolism and inflammatory responses in macrophages^10, 29^. In addition, *Nr1d1* and *Nr1d2* are known targets of Bmal1^30^. Consistent with their involvement, our ChIP-seq revealed several Bmal1 binding peaks in the regulatory regions of *Nr1d1* and *Nr1d2* loci (Fig. 7a), and levels of *Nr1d1* and *Nr1d2* expression were markedly reduced in *Arntl* ^−/−^ macrophages throughout the course after KLA stimulation (Fig. 7b).

**Figure 7:**
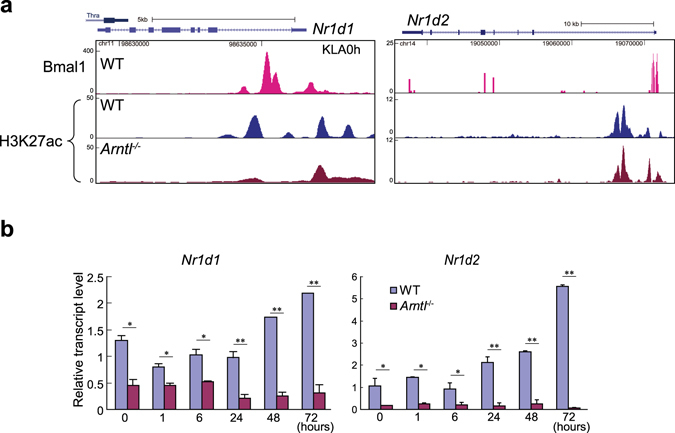
*Nr1d1* and *Nr1d2* expression is suppressed in *Arntl* ^−/−^ macrophages. (**a**) Genome browser snapshots of Bmal1 and H3K27ac ChIP-seq and RNA-seq results at *Nr1d1* and *Nr1d2* loci. (**b**) Relative expression of *Nr1d1* and *Nr1d2* mRNA in WT and *Arntl* ^−/−^ macrophages treated with KLA for indicated times. n = 3 for each group at each time point. *p < 0.05, **p < 0.01. between WT and *Arntl* ^−/−^ at the same time point.

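In the RNA-seq libraries, *Nr1d1* (RefSeq NM_145434, chromosome 11 of mm9, 98629246 to 98636691) had a scaled FPKM of 44.5, 33.9, 26.2 and 37.0 in WT cells at 0, 6, 24 and 48 h and 19.6, 12.6, 10.0 and 16.7 in *Arntl* -/- cells. The log2 ratio of *Arntl* -/- to WT was -1.18, -1.42, -1.38 and -1.15. *Thra*, on the opposite strand, shares 8.42% of its annotated exon bases, which the counting could not tell apart. *Nr1d2* (RefSeq NM_011584, chromosome 14, 19036570 to 19071620) had 70.6, 60.2, 95.4 and 90.2 in WT cells and 6.15, 3.23, 2.76 and 3.70 in *Arntl* -/- cells, the latter from 89, 38, 32 and 22 reads. Its log2 ratio was -3.50, -4.18, -5.06 and -4.57. The mean over the 4 times was -1.28 for *Nr1d1* and -4.33 for *Nr1d2*, and a pseudocount of 1 moved these most, to -1.23 and -4.03.

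**Figure D4:**
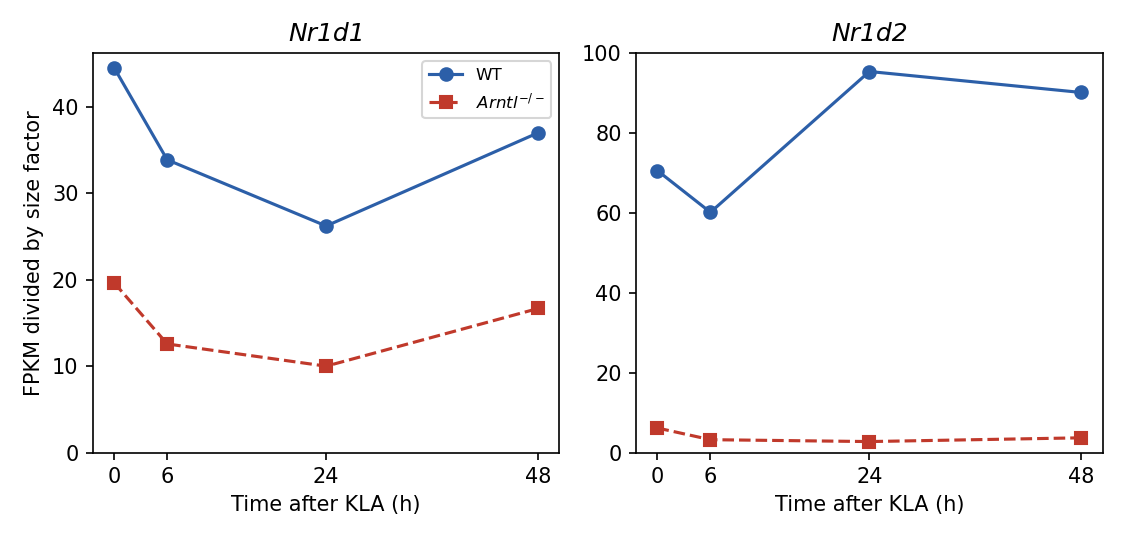
FPKM divided by size factor of *Nr1d1* (left) and *Nr1d2* (right) at 0, 6, 24 and 48 h after KLA in WT (blue circles) and *Arntl* -/- (red squares) cells, with 1 library per point. The *Arntl* -/- values lie below the WT values at each time, between 10.0 and 19.6 for *Nr1d1* and between 2.76 and 6.15 for *Nr1d2*.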

RevErbs reportedly repress enhancer activity by inhibiting eRNA transcription^29^. To test whether dysregulation of eRNA transcription modulates enhancer activity in *Arntl* ^−/−^ cells, we took advantage of previously reported global run-on sequencing data (GRO-seq) from *Nr1d1*/*Nr1d2* double knockout (DKO) macrophages^29^. To identify eRNA-expressing enhancers, we first identified regions with significant nascent RNA signals determined with GRO-seq in WT or DKO cells. After signals detected at gene bodies were excluded, the nascent RNA signals with read counts increased ≥1.5-fold in *Nr1d1*/*Nr1d2* DKO cells as compared to WT cells were identified. The resultant 575 regions were likely to include the regions in which eRNA expression was upregulated by DKO. Further, we identified 330 regions with PU.1-binding among the eRNA-expressing enhancers. Interestingly, the acetylation status of H3K27 around those eRNA-expressing, PU.1-binding enhancers was markedly higher in *Arntl* ^−/−^ than WT macrophages (Fig. 8a), suggesting the reduced RevErb-mediated suppression of eRNA de-repressed the enhancers. Our qPCR results confirmed that the eRNA expression located at −5 kb in *Mmp9* and +28 kb in *Cx3cr1*, both of which are targets of RevErb-mediated repression^29^, was significantly increased in *Arntl* ^−/−^ macrophages (Fig. 8b). And H3K27ac was also increased at the PU.1-containing enhancers (Fig. 8c). Collectively, these results suggest that epigenetic dysregulation of the response to inflammatory TLR4 activation in *Arntl* ^−/−^ cells is at least partly mediated by dysregulation of eRNA transcription due to impaired RevErb function.

**Figure 8:**
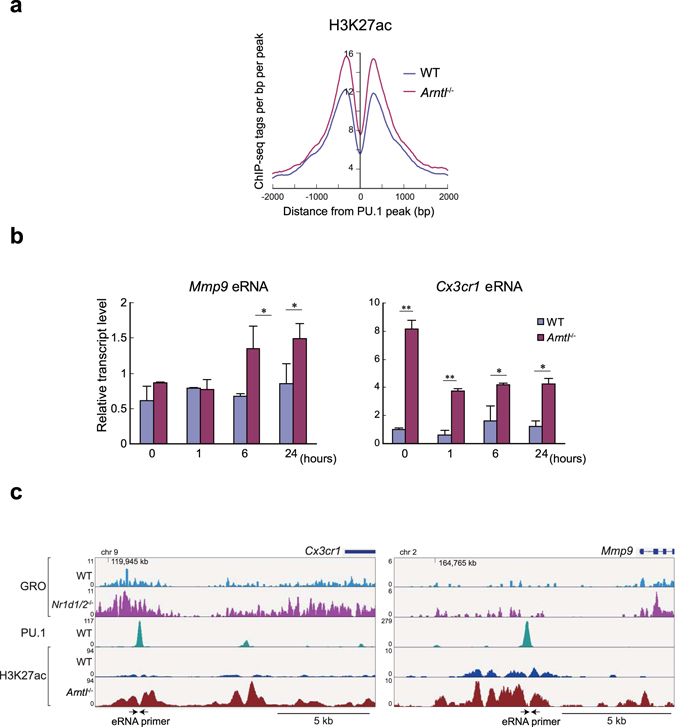
RevErb-dependent eRNA transcription was de-repressed in *Arntl* ^−/−^ macrophages. (**a**) Average H3K27ac read density around PU.1 binding sites adjacent to the RevErb-regulated eRNA-expressing enhancers in WT and *Arntl* ^−/−^ macrophages at steady state. (**b**) qPCR analysis of eRNAs transcribed at the *Mmp9* and *Cxcr1* enhancers. eRNA expression was compared between WT and *Arntl* ^−/−^ macrophages treated with KLA for indicated times. n = 3 for each group at each time point. *p < 0.05 between WT and *Arntl* ^−/−^ at the same time point. (**c**) Genome browser snapshots of GRO-seq signals in WT and *Nr1d1*/*Nr1d2* double knockout cells, and ChIP-seq signals for PU.1 and H3K27ac in WT and *Arntl* ^−/−^ cells at steady state.

## Discussion

In the present study, we obtained evidence that the circadian transcription factor Bmal1 plays an essential role in the global control of inflammatory gene regulation in macrophages, thereby demonstrating that Bmal1 is an important regulator of inflammatory responses. Consistent with our findings, previous studies showed enhanced production of the proinflammatory cytokines TNF-α and IL-6 in *Anrtl* ^−/−^ macrophages^18^; in ZT12 macrophages, in which the *Arntl* levels are the lowest^15^; and in macrophages from a chronic jet lag model, in which *Arntl* expression was repressed^11^. Of particular note is that *Arntl* deletion enhanced and prolonged responses of inflammatory genes to TLR4 activation (Figs 1 and 2). As shown by the gene expression trends in clusters 1 and 2 (Fig. 1), many inflammatory genes are transiently induced early (6 h) but suppressed at later times (24 h) in WT macrophages. This suppression at 24 h was impaired by *Arntl* deletion (Fig. 1). Importantly, previous studies have shown that both the early induction and late repression of inflammatory response-related genes are actively controlled by extensive networks of signaling molecules and transcriptional and metabolic machinery^26, 31^. Notably, expression of *Arntl1* was transiently decreased at 4 h and recovered at later times (Supplementary Fig. S1). While it has been proposed that Bmal1 acts as a gatekeeper for inflammatory responses^8^, our findings suggest Bmal1 has a wider role in the time-dependent transcriptional regulation occurring in response to inflammatory stimuli in macrophages, such as late inflammatory gene repression. The global effects of Bmal1 on H3K27 acetylation at PU.1-binding enhancers (Fig. 4) also support that idea. The observation that LPS induces transient *Arntl* suppression and a phase shift in the Per2 rhythm^17, 18^ in synchronized macrophages is also consistent with the notion that the cellular clock is integral to the time-dependent regulation of gene expression after TLR4 activation.

Our ChIP-seq results show that at nearly half its binding sites, Bmal1 colocalizes with the macrophage lineage-determining transcription factor PU.1 (Fig. 3c). This is analogous to the co-binding of Bmal1 with PDX1 at enhancers in pancreatic beta cells^24^ and suggests that the targets of Bmal1 are cell type-specific. Consistent with that, most Bmal1 binding sites in beta cells are distinct from those in the liver^24, 32^. We similarly found that macrophages and the liver have only a small fraction of Bmal1 binding sites in common (Fig. 3d). Moreover, the functions of the target genes appear to differ between macrophages and the liver (Supplementary Fig. S3). Of particular interest is that ~36% of Bmal1 binding sites are also bound by NF-κB, which is the primary driver of the innate immune response (Fig. 3c). This suggests integration of Bmal1 into the immune control circuitry in macrophages. Previous studies identified multiple mechanisms interacting between Bmal1 and NF-κB via interference with CLOCK^33^, interaction with PRC2^14^, and induction of Rev-Erbα and RORα^10^. These findings all suggest Bmal1 is involved in the transcriptional regulatory mechanism governed by NF-κB. It was therefore surprising that *Arntl* deletion had no impact on the average binding of p65 to PU.1 throughout the inflammatory response after TLR4 activation. Despite the unchanged p65 binding, H3K27 acetylation at PU.1-binding enhancers was altered by *Arntl* deletion (Fig. 3), indicating global epigenetic modulation.

We observed that in *Arntl* ^−/−^ cells, H3K27 acetylation in the region around enhancers activated by TLR4 is increased at baseline and shows a blunted response at 4 h as well as prolonged activation (Fig. 6). These observations are in agreement with the changes in KLA-inducible gene expression patterns (Fig. 1). As with all PU.1 binding sites, average p65 binding at these KLA-activating enhancers was unaffected by *Arntl* deletion (data not shown), suggesting involvement of epigenetic mechanisms independent of p65 binding. A direct effect of the loss of Bmal1 binding could account for the epigenetic changes at direct Bmal1 target genes such as *Hif1a* and *Csf1r* (Fig. 5). But clearly the loss of Bmal1 had much wider effects on enhancers, even those without detectable Bmal1 binding. In addition, while the loss of Bmal1 enhanced H3K27 acetylation at many PU.1 enhancers, it also reduced H3K27 acetylation at a minor fraction of target enhancers, exemplified by those at *Nr1d1* (Fig. 7). Bmal1 thus appears to exert both activating and repressing effects at its cognitive regulatory regions. It will be important to elucidate how this dual function of Bmal1 is regulated.

Bmal1 also appears to widely exert indirect effects on PU.1 enhancers (Fig. 4). One of the indirect mechanisms identified in the present study is RevErb-mediated eRNA regulation. RevErbs function as transcriptional repressors by recruiting the NCoR-HDAC3 corepressor complex to the regulatory regions of target genes^34–36^, and by repressing eRNA transcription, which modulates enhancer function^29^. RevErb expression was suppressed in *Arntl* ^−/−^ macrophages (Fig. 7), which is consistent with the current cellular clock model in that RevErbs are directly regulated by Bmal1^37^. In *Arntl* ^−/−^ macrophages, eRNA expression in a subset of RevErb target genes, including *Mmp9* and *Cx3cr1*, were de-repressed (Fig. 8). More importantly, our results indicate that the loss of Bmal1 increases H3K27 acetylation at enhancers where eRNA transcription is repressed in a RevErb-dependent manner^29^. This suggests Bmal1 regulates enhancer activity in part through RevErb-dependent eRNA repression. In the present study, we were able to identify a small number of eRNA-expressing enhancers to which PU.1 bound. Because levels of eRNA expression are generally lower than levels of mRNA expression, our identification of eRNA-expressing regions may not be sufficiently sensitive to identify eRNA-expressing enhancers. It is therefore possible that eRNA-mediated changes in enhancer activity contribute much more broadly to the epigenetic effects of the loss of Bmal1 than we were able to detect.

Our results suggest Bmal1 controls the timing of gene expression in response to inflammatory activation by regulating the epigenetic status of enhancers, in part through regulation of RevErbs and eRNA transcription in macrophages. These findings provide insight into the time-dependent control of macrophage inflammatory responses. Intricate and coordinated mechanisms affecting transcription, the epigenome and various signaling and metabolic pathways control the initial proinflammatory response and the later dampening of proinflammatory function and activation of pro-resolution function in macrophages^26, 38^. The machinery of the cellular clock, including Bmal1 and RevErbs, appears to be integral to this time-dependent regulation of macrophage function, which is essential for proper activation and resolution of inflammation. Imbalance in the regulation of inflammatory activation and resolution can lead to chronic inflammation, which is a pivotal contributor to the development of chronic non-communicable diseases (NCDs) such as cardiovascular and metabolic diseases^26^. In that regard, it is noteworthy that deficiencies in clock genes result in cardiovascular and metabolic disease phenotypes in mice^39, 40^. Given that shift work is known to increase the risk for cardiovascular and metabolic diseases and associates with increased inflammatory markers^41, 42^, it will be important to test whether disturbance of clock-dependent regulation of inflammatory time underlies chronic inflammation in NCDs. In particular, our results demonstrate that Bmal1 is important not only as a gatekeeper for inflammatory activation in macrophages^8^, but also for the later damping of inflammatory gene expression. Chronic inflammation in NCDs is characterized by failed resolution of inflammation^43^. Future studies will need to address whether Bmal1 dysfunction is involved in promoting chronic inflammation via its multiple regulatory functions that contribute to inflammatory activation and resolution.

### Experimental Procedure

#### Reagents

Kdo2-lipid A was purchased from Avanti Polar Lipids and processed as described (http://www.lipidmaps.org/protocols/).

### Animals

*Arntl* ^−/−^ mice were generated on a C57BL/6 background as described previously^39^. Mouse thioglycollate-elicited macrophages and bone marrow-derived macrophages were isolated from male 6- to 9-week-old C57BL/6J (Charles River laboratories) and *Arntl* ^−/−^ mice. All animal experiments were approved by the Experimental Animal Care and Use Committee of Tokyo Medical and Dental University and strictly adhered to the guidelines for animal experiments of the institute.

### Cell Culture

We used BMDMs for all experiments except ChIP-seq for Bmal1. For culture of BMDMs, bone marrow was collected from mice by perfusing the medullary cavities of femurs, tibias and iliac bones, after which the bone marrow cells were cultured for 6 days in RPMI-1640 medium containing 10% FCS and 20 μg/ml M-CSF (R&D). Peritoneal macrophages were harvested by lavage 3 days after intraperitoneal injection of 3 ml of 3% thioglycollate medium (http://www.lipidmaps.org/protocols/). The cells were then cultured overnight and adherence selected.

### RNA and qPCR analysis

Total RNA was isolated from cells, purified using RNeasy columns and treated with RNase-free DNase according to the manufacturer’s instructions (Qiagen). For quantitative PCR (qPCR) analysis, 1 nM of cDNA or ChIP DNA was used for real-time PCR with gene- or locus-specific primers. qPCR was performed on an Applied Biosystems StepOne Plus system using SYBR GreenER master mix (Invitrogen) and the following protocol: incubation for 10 min at 50 °C and 10 min at 95 °C followed by 40 cycles of 15 s at 95 °C and 30 s at 60 °C. Primer sequences for RT-qPCR analysis are listed in Supplementary Table S1.

### IL-1β ELISA

BMDMs were stimulated with KLA (100 ng/ml) for 4 h, followed by ATP (5 mM/ml) treatment for 16 h. Levels of IL-1β in culture media were quantified using a mouse IL-1β ELISA kit (R&D, #MLB00C) according to the manufacturer’s instructions.

### Chromatin immunoprecipitation (ChIP)

For ChIP assays, anti-NF-κB p65 (sc-372) antibody was purchased from Santa Cruz Biotechnology; anti-Bmal1 (ab93806) and anti-H3K27Ac (ab4729) antibodies were from Abcam. For Bmal1 ChIP, 2 × 10^7^ thioglycollate-elicited primary peritoneal macrophages were used. For NF-κB p65 and H3K27ac ChIP, 2 × 10^7^ bone marrow-derived macrophage were used. After crosslinking in 1% formaldehyde, cells were resuspended in buffer containing 10 mM HEPES/KOH (pH 7.9), 85 mM KCl, 1 mM EDTA, 0.5% IGEPAL CA-630 and protease inhibitors and incubated for 5 min. The cells were then spun down and resuspended in 500 μl of lysis buffer (50 mM Tris/HCl [pH 7.4], 1% SDS, 0.5% Empigen BB, 10 mM EDTA) with protease inhibitors, and the chromatin samples were sheared by sonication. The lysates were diluted with 750 μl of dilution buffer (20 mM Tris/HCl, 100 mM NaCl, 0.5% Triton X-100, 2 mM EDTA) and 1% was used as input DNA. With the remaining samples, immunoprecipitation was carried out overnight using Dynabeads protein G coated with specific antibody. The beads were then washed twice with wash buffer I (20 mM Tris/HCl, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA), twice with wash buffer II (10 mM Tris/HCl, 250 mM LiCl, 1% IGEPAL CA-630, 0.7% Na-deoxycholate, 1 mM EDTA), once with TE plus 0.2% triton X-100, and once with TE plus 50 mM NaCl. The beads were then eluted with elution buffer (TE, 2% SDS), after which the DNA crosslinking was reversed, and the DNA was purified using a PCR purification kit (Qiagen) according to the manufacturer’s instructions.

### Sequencing library preparation

ChIP-seq libraries were prepared using a NEBNext Ultra DNA library prep kit for Illumina according to the manufacturer’s instructions. RNA-seq libraries were prepared using a NEBNext Ultra RNA library prep kit for Illumina according to the manufacturer’s instructions. Libraries were PCR-amplified for 12–15 cycles, and sequenced on a GAIIx, HiSeq. 1500 or HiSeq. 2500 (Illumina).

### High-throughput sequencing and data analysis

For macrophage Bmal1, p65 and PU.1 ChIP-seq, reads were mapped to the mm9 mouse genome using STAR (Dobin *et al*., 2013). For liver, Bmal1 reads were mapped to the mm9 using bowtie^44^. Peak calling and annotation were performed using HOMER^21^. Peaks that overlapped with blacklisted regions^45^ and simple repeat regions were removed. For ChIP-seq analyses, Homer-identified peaks whose scores were ≥20 were selected as high-confidence peaks, except liver Bmal1 peaks, which were used irrespective of scores in downstream analyses. For macrophage Bmal1 ChIP-seq, Bmal1 peaks were pooled from 3 experimental conditions (cells treated with KLA for 0, 4 and 24 h). The data used for liver Bmal1 ChIP-seq analysis was from ZT8 cells, as that time point had the largest the number of identified peaks in a previous report^32^. For GRO-seq analyses, de novo transcripts were identified using Homer’s findPeaks program with the -groseq option. De novo transcripts that overlapped with blacklisted regions and simple repeat regions were removed. Gene ontology analyses were performed using Metascape software (http://metascape.org/)^46^. Motif analyses were performed using HOMER. PU.1 Publically available ChIP-seq, RevErb ChIP-seq and GRO-seq results were downloaded from GEO (GSE62826, GSE45914, and GSE39860). All RNA-seq and ChIP-seq data are available in the GEO under the accession number GSE95712.

### Statistical Analysis

Differences among more than two groups were analyzed using one-way ANOVA followed by Tukey-Kramer post-hoc tests. Values of *p* < 0.05 were considered statistically significant, except where otherwise noted. All data are shown as means ± SEM.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Bmal1 regulates inflammatory responses in macrophages by modulating enhancer RNA transcription
**Source:** Sci Rep. 2017 Aug 1;7:7086. doi: 10.1038/s41598-017-07100-3

## **Supplementary information**

**Title:**

**Bmal1 regulates inflammatory responses in macrophages by modulating enhancer RNA transcription**

Yumiko Oishi, Shinichiro Hayashi, Takayuki Isagawa, Motohiko Oshima, Atsushi Iwama,  
Shigeki Shimba, Hitoshi Okamura, and Ichiro Manabe

### **Supplementary Figure 1 Expression of clock genes in KLA-treated macrophages**

Wild-type BMDMs were treated with KLA (100 $\mu$ g/ml) for indicated times, and expression levels of clock genes were analyzed by qPCR. Expression levels were first normalized to those of 18s rRNA and then further normalized to the levels at 0 h

### **Supplementary Figure 2 Effects of *Arntl* deletion on cluster 1 gene expression**

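Each dot in these plots is 1 gene, placed by its log2 value in 1 library on each axis, so that a gene on the diagonal has the same value in both. The distance from the diagonal depends on how the 2 libraries were scaled to each other, since a change of scaling moves all genes by the same amount on the log2 axis.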

Scatter plots depicting the relationship between log2 normalized counts of cluster 1 genes in WT and *Arntl*<sup>-/-</sup> macrophages treated with KLA for indicated time periods. Gray dots indicate all RefSeq genes with counts  $\geq 100$  at one or more time points in WT macrophages. Red dots represent the genes belonging to cluster 1.

### **Supplementary Figure 3 Predicted functions associated with Bmal1 peaks in macrophages and the liver**

Regulatory functions of Bmal1 binding sites were analyzed using GREAT program (<http://bejerano.stanford.edu/great/public/html/index.php>) using the default setting. Significantly enriched gene ontologies are shown.

### **Supplementary Figure 4 Distribution of p65 and H3K27ac at Bmal1-PU.1 cobinding sites**

Shown are the average p65 and H3K27ac read densities around PU.1 binding sites that were also bound by Bmal1. Note that the average read densities for all PU.1 binding sites are shown in Fig. 4.

### Supplementary Table 1

#### qPCR primers

| Name           | Sequence                   |
|----------------|----------------------------|
| Nos2 Fw        | AGCCTTGCATCCTCATTGG        |
| Nos2 Rv        | CACTCTCTTGCGGACCATCT       |
| Il1b Fw        | TGGGCCTCAAAGGAAAGAAT       |
| Il1b Rv        | CAGGCTTGTGCTCTGCTTGT       |
| Nr1d1 Fw       | ACGACCCTGGACTCCAATAA       |
| Nr1d1 Rv       | CCATTGGAGCTGTCACTGTAGA     |
| Nr1d2 Fw       | ACAGAAATAGTTACCTGTGCAACACT |
| Nr1d2 Rv       | GACTTGCTCATAGGACACACCA     |
| Csflr Fw       | AAGCAAGATCTGGACAAAGAGG     |
| Csflr Rv       | ACGTTTCGAGCTGCTACGTC       |
| Hif1a Fw       | GCACTAGACAAAGTTCACCTGAGA   |
| Hif1a Rv       | CGCTATCCACATCAAAGCAA       |
| 18s Fw         | GCAATTATTCCCATGAACG        |
| 18s Rv         | GGGACTTAATCAACGCAAGC       |
| Mmp9 eRNA Fw   | AAGATGGGGGAAATGGTAGG       |
| Mmp9 eRNA Rv   | ACTTGGCAGGCAGAGTGAGT       |
| Cx3cr1 eRNA Fw | CTGCCTCAGGGAGAAACAAG       |
| Cx3cr1 eRNA Rv | CTGCAACTCTCAGCAACCAG       |

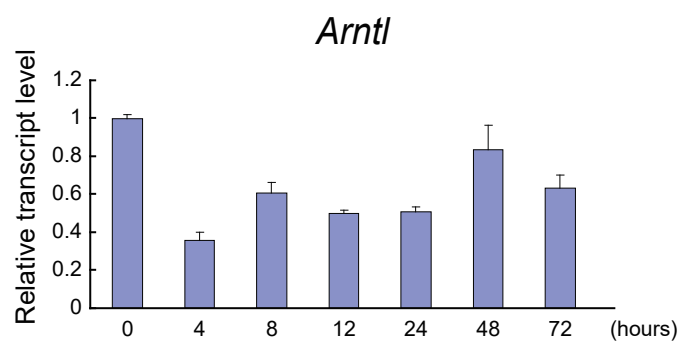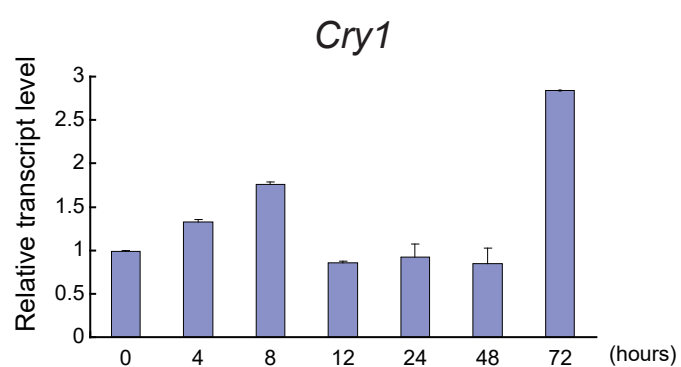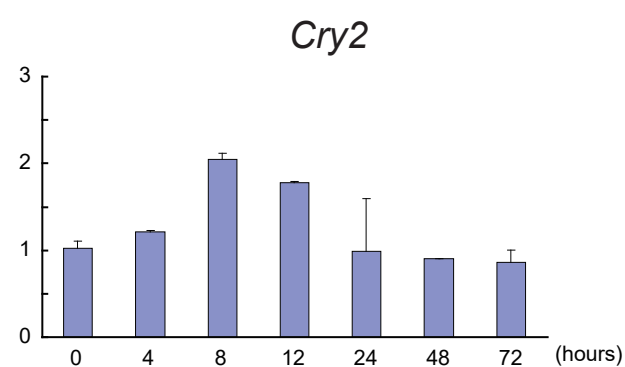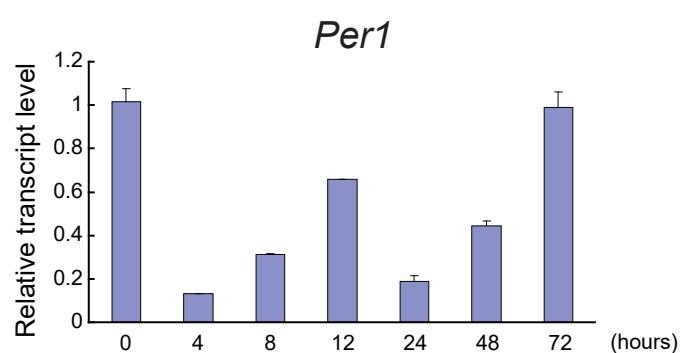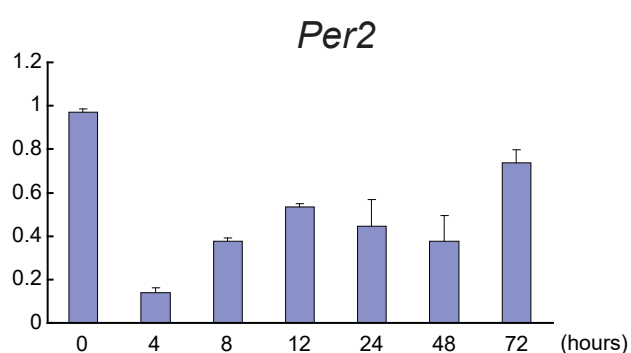

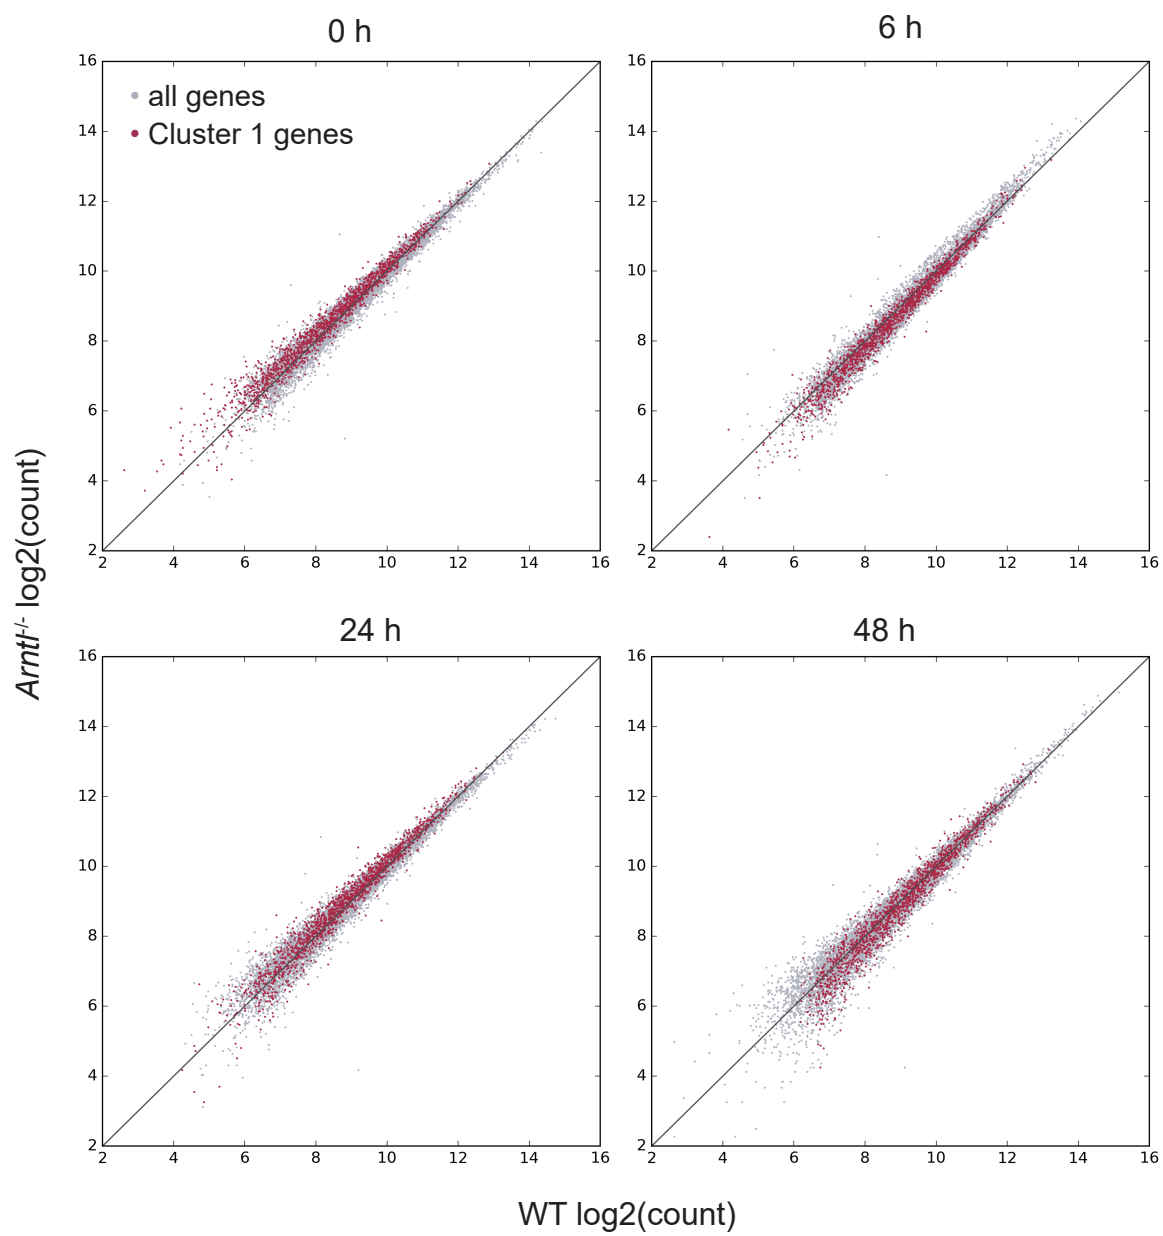

## Macrophage

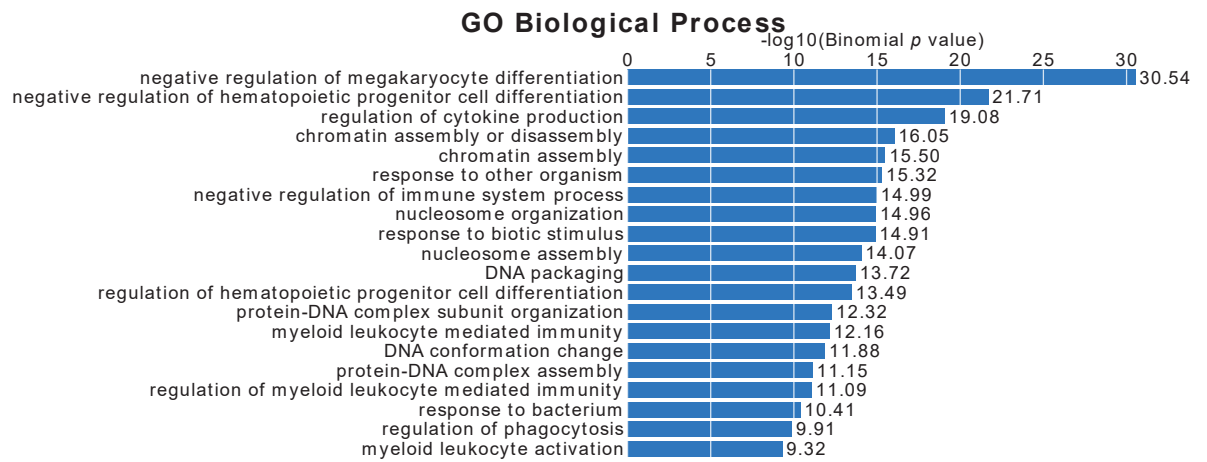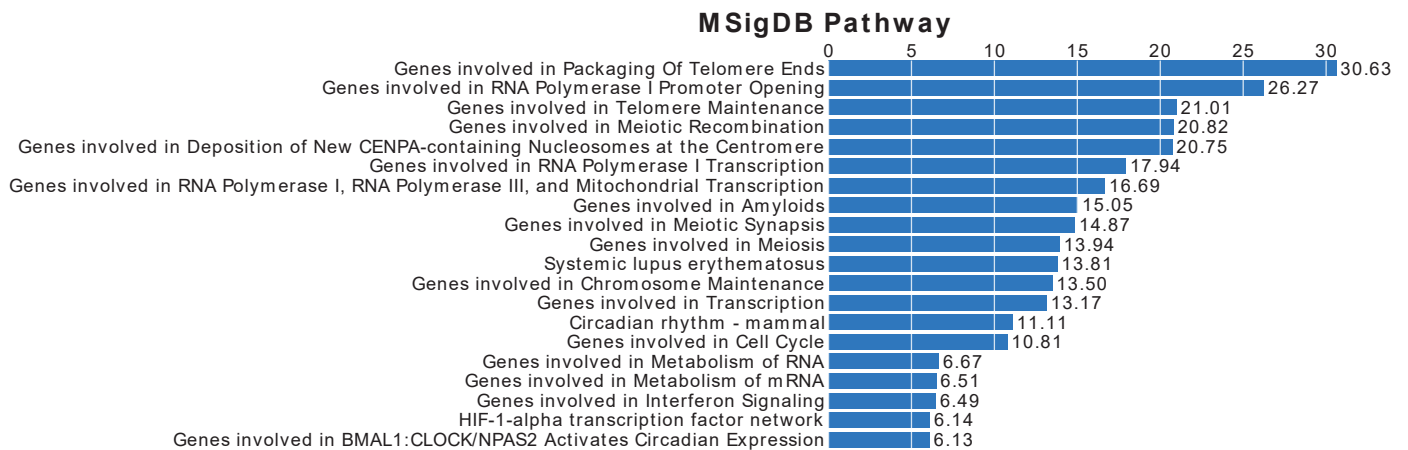

## Liver

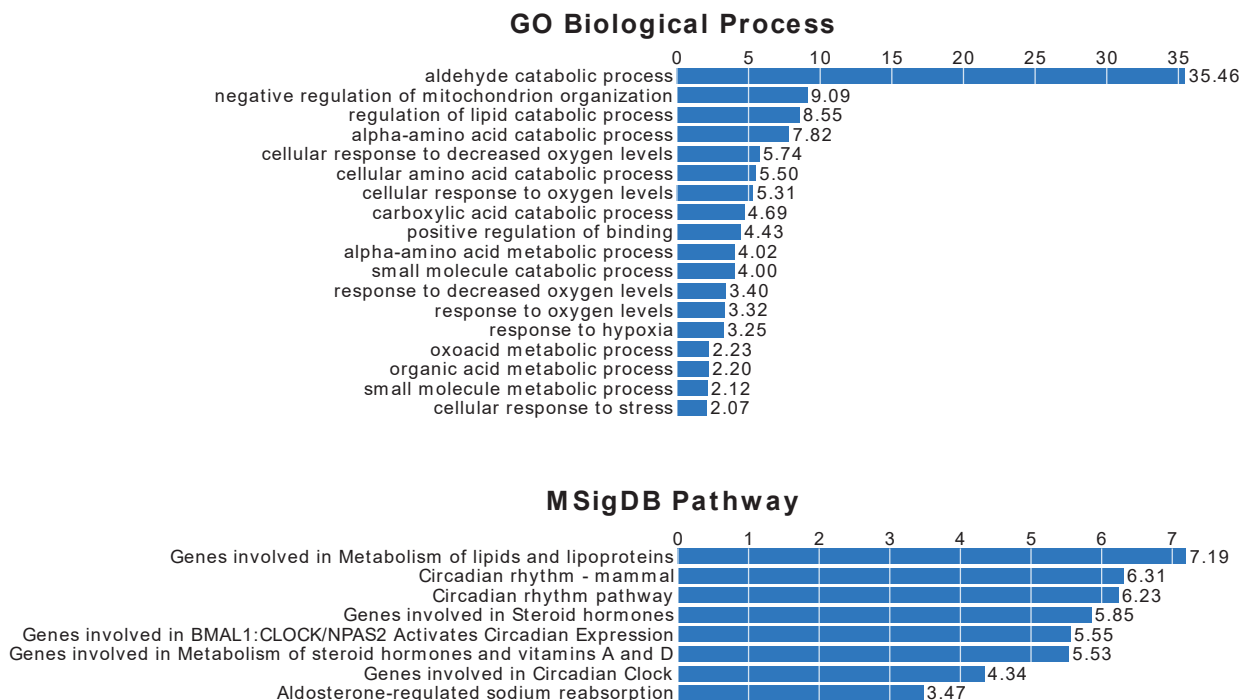

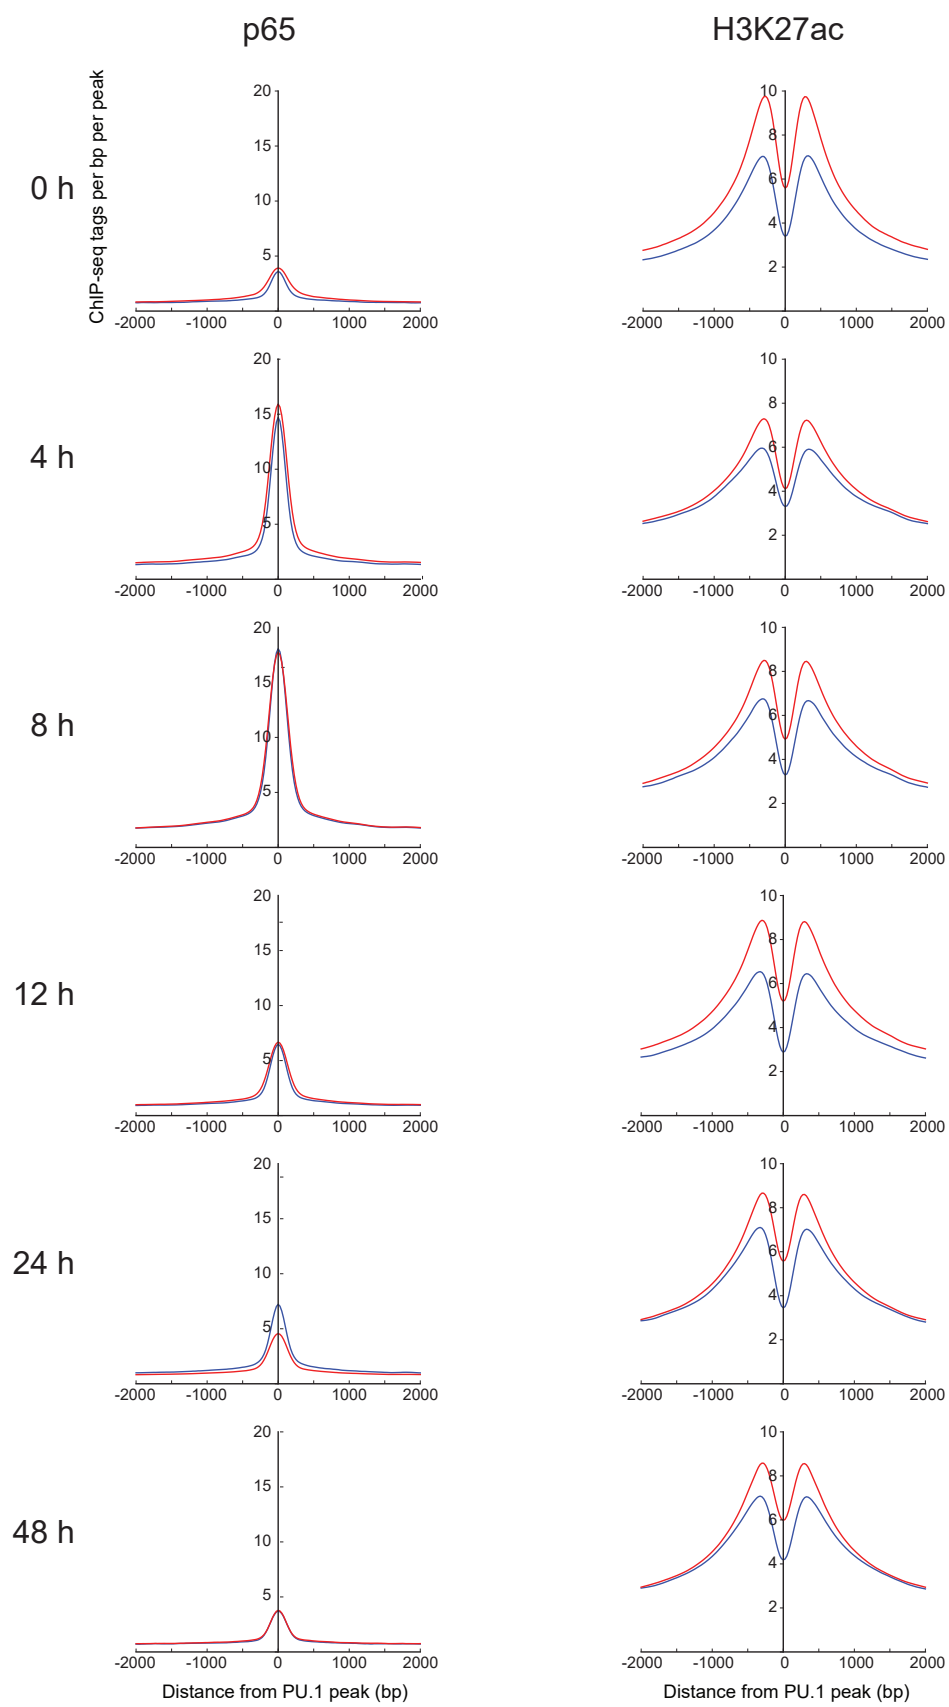

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

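PolyA RNA-seq of BMDMs from WT and *Arntl* -/- mice was analyzed at 0, 6, 24 and 48 h after KLA, with 1 library for each of the 8 conditions. The samples' conditions were taken from their labels and from the legend of Fig. 1. The ChIP-seq experiments for H3K27ac, p65 and Bmal1 were not analysed here, and neither were the quantitative PCR and protein measurements. Of the value columns, 4 belong to time points outside Fig. 1 and were not used.

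The authors aligned the paired-end reads to mm9 with STAR, counted tags on the exons of RefSeq transcripts with HOMER on both strands with a setting of at most 3 tags per position, kept 1 transcript per gene, scaled each library to 10000000 reads over all transcripts and divided by exon length in kb, and the FPKM values they deposited are the result. The FPKM are therefore per 10000000 reads, which changes no ratio between libraries. The deposited table held 24016 genes, and 1 line, a fragment of another, was left out. Gene lengths were taken from the same table, and coordinates are those of mm9 as deposited.

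Because FPKM multiplied by length falls on whole multiples of the value of 1 read, the reads behind each value and the depth of each library were worked out from the values. These reads were used to describe depth and not for a test. A value from 3 or fewer reads was treated as being at the floor of detection. Wilson intervals at the 95% level cover the counting of genes only, and not the variation between cultures or mice.

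Values were divided by median-of-ratios size factors computed from the 8 libraries. The genes analyzed were the 9720 with the highest WT maximum of scaled FPKM multiplied by length in kb, the lowest of which had a maximum of 74.5. For clustering, the 4 WT values of each gene were standardized to mean 0 and SD 1 on the linear scale and clustered with fuzzy c-means (R 4.3.3, e1071 1.7.16) with 5 clusters and 20 starts from fixed seeds. The paper's text does not name the fuzzifier, and the estimate that Mfuzz offers was used. A gene belonged to each cluster in which its membership score was at least 0.3. Cluster numbers follow the profiles of Fig. 1, read by eye, by the assignment with the highest summed correlation.

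Log2 ratios and changes were computed with a pseudocount of 0.1, and the size of a change was counted against the paper's 1.5-fold lines. Comparisons were made between genotypes at each time and between 0, 6 and 24 h within each genotype. With 1 library per condition no test between conditions was made, and no p-value is given for a gene. Lists of genes were placed among 10000 random lists of the same size drawn from the genes analyzed and matched on mean expression in 20 bins, and the percentile of the median or of the share is reported. Relations between depth and other measures over the 8 libraries were tested with exact permutation tests. No ontology table was at hand, so hand-written lists of genes for the processes named in Fig. 1 were used in place of ontology terms.

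Genes are named by a rule: all genes that the paper names, and, among the genes analyzed that differed at least 1.5-fold between the genotypes in the same direction at all 4 times, the 5 with the largest and the 5 with the smallest mean log2 ratio. The set of genes analyzed, the clustering, the comparisons, the gene lists other than the stromal markers, and this rule were fixed before the data were examined.

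The alternatives fixed at the same time were the values as deposited, upper-quartile scaling, genes with an FPKM of at least 1, a fuzzifier of 2 or 1.5, each gene in the cluster of its highest membership score, standardized log2 values, genes given to the profile of Fig. 1 with which they correlated best at r of at least 0.8, a correction for gene length, pseudocounts of 1 and 0.01, and 1.5-fold as the smallest change counted. Chosen after seeing the data were the values as deposited with log2 standardization, a correction for expression level and a minimum of 100 scaled reads. Both corrections subtracted a lowess curve (fraction 0.3) of each library's log2 difference from the mean of the 8 libraries.

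The steps were tested on simulated data. Of 2000 simulated genes, 99.8% were given to their own cluster, and 100% of the simulated low values of 24016 genes were given back their number of reads. Of 200 genes changed at all 4 times among 9720, 100% were called and 0 of the unchanged genes were. The simulated changes lay well above the 1.5-fold line and carried counting noise only. They held no variation between cultures and no relation to expression level, so they do not measure how often real genes are missed or called wrongly. Of 200 lists drawn at random, 95% lay between the 2.5th and 97.5th percentile. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.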

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

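The tests with GC content, sequencing depth, the relation to reads per base, stromal marker genes, shuffled time points and DNA near *Arntl* were chosen only after the result they measure was seen, and those with expression level, gene length, the ribosomal protein and oxidative phosphorylation genes and the highest number of reads per base were written earlier.

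Some genes that the paper does not discuss differed between the genotypes at each of the 4 times. Of the 9720 genes, 20 differed at least 1.5-fold in the same direction at all 4 times, 8 higher and 12 lower in *Arntl* -/- cells. Among the 5 with the largest and the 5 with the smallest mean log2 ratio of *Arntl* -/- to WT, the paper does not name *Cadm1* (2.42), *Tgtp1* (1.11), *Cd5l* (-1.55), *Rasd2* (-1.28) and *Nid1* (-1.27). *Cadm1* had a scaled FPKM of 71.8, 53.4, 50.5 and 59.6 in WT cells at 0, 6, 24 and 48 h and 326, 334, 299 and 289 in *Arntl* -/- cells. *Rasd2* had 3 reads in *Arntl* -/- cells at 0 h, which is at the floor, so its ratio there is not resolved. *Tgtp1* has a paralog, *Tgtp2*, and whether reads were shared between them was not tested. Of the 20 genes, 16 were among those found with the values as deposited, 20 with upper-quartile scaling, 20 after the correction for gene length and 17 after the correction for expression level. Shuffling the genes within each time point gave as many such genes in 0% of 10000 shuffles, and at most 2, so coincidence between the times does not account for their number. DNA carried along with the deleted gene was tested by position, and 0 of the genes other than *Arntl* lay within 10 Mb of it. A difference between the mice or cultures of the genotypes would also last over the 4 times, and it was not tested, so no biological explanation is put forward.

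The lower genes include *Nid1*, *Nid2*, *Col3a1*, *Postn*, *Sparc* and *Aebp1*, which encode matrix or matrix-associated proteins. A list of 26 other stromal marker genes, written after those were seen, held 19 of the genes analyzed. The median over these of the mean log2 ratio of *Arntl* -/- to WT was -0.41, and 16 of the 19 were lower in *Arntl* -/- cells. It lay below all of 10000 matched random lists (percentile 0), and it was between -0.42 and -0.38 with the values as deposited, with upper-quartile scaling and after each of the 2 corrections. A candidate explanation is that the *Arntl* -/- cultures held fewer stromal cells, or RNA from them. A lower expression of these genes in the macrophages themselves would give the same values, and the data cannot tell the 2 apart.

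Other results drew attention because the genotypes moved in opposite directions, with 1 library each, so that these differences between the genotypes were not tested. From 0 to 6 h, the median log2 change of the cluster 3 genes was -0.24 in WT and 0.14 in *Arntl* -/- cells, and that of the cluster 5 genes was 0.014 and -0.12. Both clusters were chosen on their WT profile, and random lists matched to cluster 3 on mean expression had a median of 0.10 in *Arntl* -/- cells. The cluster 3 value lay above all of these (percentile 100), and also with the values as deposited. As deposited, where the median of all genes moved by 0.12 in WT cells from 0 to 6 h and by -0.17 from 6 to 24 h, the changes were -0.10 and 0.12 in cluster 3 and, with the same direction in both genotypes, -0.04 and -0.17 in cluster 5. After the correction for expression level they were -0.00 and 0.04 in the cluster matched to cluster 3 and -0.01 and -0.10 in cluster 5.

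The ribosomal protein genes changed by -0.62 in WT and 0.33 in *Arntl* -/- cells from 0 to 6 h, with the same directions at -0.39 and 0.14 after the correction for gene length and at -0.16 and 0.12 after that for expression level. The last 2 values lay at percentiles 0 and 100 of the matched random lists, and those after the correction for length at 9.93 and 82.9. From 6 to 24 h they changed by 0.78 and -0.11. After the correction for gene length these changes were 0.51 and 0.01 (percentiles 98.4 and 51.4), so that the *Arntl* -/- value changed sign. After the correction for expression level they were 0.22 and -0.08 (percentiles 100 and 0.04). The oxidative phosphorylation genes changed by -0.31 and 0.20 from 0 to 6 h and by 0.35 and -0.13 from 6 to 24 h. After the correction for gene length they changed by -0.10 and 0.02 from 0 to 6 h (percentiles 92.0 and 3.81). From 6 to 24 h they then changed by 0.11 and -0.01 (percentiles 2.56 and 32.4), so they no longer exceeded the matched lists in these directions. After the correction for expression level they changed by -0.09 and 0.08 from 0 to 6 h (percentiles 0 and 99.98) and by 0.11 and -0.10 from 6 to 24 h (percentiles 99.99 and 0.03). The lysosome genes changed by -0.38 and 0.10 from 0 to 6 h, and both signs changed, to 0.04 and -0.10, after the correction for expression level. From 6 to 24 h the interferon response genes changed by -0.10 in WT cells (percentile 0.17 of the matched random lists) and by 0.081 in *Arntl* -/- cells (percentile 95.4), with the same directions with the values as deposited, with upper-quartile scaling and after both corrections.

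These opposite directions may come in part from differences between the libraries. Across the 9720 genes, which are not independent replicates, the log2 ratio of *Arntl* -/- to WT at 6 h rose with mean expression at Spearman's rho = 0.507, compared with -0.242, -0.166 and -0.0419 at 0, 24 and 48 h. With gene length rho was -0.213 at 6 h, compared with 0.0630, 0.0703 and -0.0187, too weak to settle whether length plays a part. With the GC content of the transcripts, known for 92.0% of the genes, rho was 0.0288 at 6 h, compared with -0.106, -0.0203 and 0.0679. The ratios at 6 h thus showed no steady rise or fall with GC content. A relation that rises and then falls would be missed by rho, so GC content is not excluded. Whether GC content plays a part in the changes from 0 to 6 h was not tested. Over the 8 libraries, Spearman's rho with the number of reads was 0.976 for the size factor of the values as deposited and -0.905 for the deviation of the most highly expressed genes minus that of the lowest. The WT 6 h library was the deepest, so depth cannot be told apart from time and genotype.

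Fewer reads of highly expressed genes in deep libraries could arise from the setting of at most 3 tags per position in the authors' counting. In the WT 6 h library the log2 difference from the other 7 libraries fell with reads per base across genes at rho = -0.488, which by itself met the condition first set for this explanation. However, *Lyz2* reached 36.9 reads per base in that library and 95 genes exceeded 6. With 1 read per tag, 6 is the most that such a limit allows on 2 strands, so it did not hold in that form. How reads and tags correspond is not known, so these values cannot exclude that the setting acted in part. The cause of the relation to depth was not identified. Without the 144 ribosomal protein and oxidative phosphorylation genes, the share of cluster 3 genes lowest at 6 h in WT cells fell by 0.448 percentage points, from 91.6% to 91.2%. It could have fallen by at most 0.596 points, so this comparison does not show whether these genes are the source of the dip. *Arntl* was lower in each *Arntl* -/- library than in each WT library, which speaks against an exchange of the genotypes. The share of reads taken by the 100 most highly expressed genes ranged from 8.99% in WT cells at 6 h to 16.3% in WT cells at 48 h, and its effect was not tested. Expression level alone does not account for the opposite directions of the ribosomal protein and oxidative phosphorylation genes from 0 to 6 h and from 6 to 24 h, which the correction for expression level made smaller but left in place. For the interferon response genes the *Arntl* -/- value after that correction lay within the range of the matched random lists (percentile 92.9), so their opposite directions are not resolved. Gene length was not settled, and after its correction the oxidative phosphorylation genes did not exceed the matched random lists in these directions. Nor did the ribosomal protein genes from 0 to 6 h (percentiles 9.93 in WT and 82.9 in *Arntl* -/- cells). From 6 to 24 h they did so in WT cells only (percentiles 98.4 and 51.4). Depth was not separated from time and genotype, so none of these patterns is put forward as biological.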

How the results depend on the processing

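The alternatives in the first part were set before the data were examined, and the last 3 (log2 standardization of the values as deposited, the correction for expression level and the minimum of 100 scaled reads) were chosen only after the results were seen. The values with size factors were, for cluster 1, 70.7% of genes higher at 6 h than at 0 h in WT and 65.5% in *Arntl* -/-, 57.99% and 65.3% higher at 24 h than at 6 h, and 58.7, 54.7, 63.8 and 35.5% higher in *Arntl* -/- than WT at 0, 6, 24 and 48 h. The values that left their 95% Wilson interval, or 1.5 times their count, are listed, and the cause of these changes was not tested.

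The share of cluster 1 higher at 6 h than at 0 h stayed above 50%, from 59.1 to 100% in WT and from 53.2 to 69.3% in *Arntl* -/-, and so did the share higher in *Arntl* -/- at 0 h, from 52.3 to 83.2%, under every alternative that counted any difference as higher. Cluster 1 was chosen on its WT profile, so its WT shares follow in part from that choice. The share higher at 24 h than at 6 h in *Arntl* -/- stayed between 51.4 and 77.2%. Among the same alternatives, the share higher in *Arntl* -/- than WT at 6 h, and in WT the share higher at 24 h than at 6 h, did not keep their direction, and the shares higher in *Arntl* -/- at 24 h and at 48 h changed direction only with the correction for expression level and with the 2 settings that used the values as deposited, respectively. The share of memberships kept in *Arntl* -/- was higher in clusters 4 and 5 than in clusters 1 to 3 under every alternative, with the smallest distance, 38.9% compared with 34.998%, among genes with an FPKM of at least 1. The pseudocount moved the counts past 1.5-fold by less than 1.5 times. *Nr1d1*, *Nr1d2* and *Arntl* stayed lower in *Arntl* -/- cells under each alternative run on them, and no paired analysis was possible because each condition had 1 library.

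As deposited, without size factors, the share of cluster 1 genes higher at 6 h than at 0 h was 100% in WT and 62.7% in *Arntl* -/-, the share higher at 24 h than at 6 h was 41.4% in WT and 75.8% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 80.1% at 0 h, 25.5% at 6 h, 70.3% at 24 h and 50.7% at 48 h. Of clusters 1 and 2, the share highest at 6 h was 52.7% in WT and 14.3% in *Arntl* -/- and the share highest at 24 h was 36.7% in *Arntl* -/-. In cluster 3, the share lowest at 6 h was 61.7% in WT and 21.3% in *Arntl* -/-. The memberships kept in *Arntl* -/- were 46.9% in clusters 4 and 5. The share of NF-κB and TLR4 genes was 38.3% in cluster 1 and 23.4% in cluster 2. The share of interferon response genes was 0% in cluster 2. The mean log2 ratio of *Spi1* changed sign from -0.00345 to 0.00618. The median log2 ratio of all genes between the genotypes at 6 h moved to -0.12, from 0.01. Of the genes past 1.5-fold at 6 h, 12.9% were higher in *Arntl* -/- cells, compared with 51.4% with size factors, and at 0 and 24 h 76.8% and 66.3%, compared with 57.9% and 54.3%.

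With upper-quartile scaling, the share of cluster 1 genes higher at 6 h than at 0 h was 81.9% in WT and 60.4% in *Arntl* -/-, the share higher at 24 h than at 6 h was 54.2% in WT and 71.0% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 65.5% at 0 h, 37.5% at 6 h, 60.6% at 24 h and 41.1% at 48 h. The share of genes in clusters 1 and 2 highest at 6 h was 15.9% in WT and 10.3% in *Arntl* -/-. The share of cluster 3 lowest at 6 h was 83.7% in WT and 24.9% in *Arntl* -/-. In *Arntl* -/-, the memberships kept were 49.4% in clusters 4 and 5. The mean log2 ratio of *Csf1r* changed sign from 0.00340 to -0.00735. Of the genes past 1.5-fold at 6 h, 23.0% were higher in *Arntl* -/- cells.

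Among genes with an FPKM of at least 1, the share of cluster 1 genes higher at 6 h than at 0 h was 59.8% in WT and 53.2% in *Arntl* -/-, the share higher at 24 h than at 6 h was 39.3% in WT and 51.4% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 52.4% at 0 h, 46.8% at 6 h, 58.9% at 24 h and 26.9% at 48 h. In clusters 1 and 2 together, the share highest at 6 h was 3.79% in WT and 15.9% in *Arntl* -/- and the share highest at 24 h was 25.3% in *Arntl* -/-. Genes of cluster 3 lowest at 6 h made up 69.5% in WT and 22.6% in *Arntl* -/-. Memberships kept in *Arntl* -/- came to 38.9% in clusters 4 and 5. The share of NF-κB and TLR4 genes was 28.0% in cluster 2. The share of interferon response genes was 25.0% in cluster 3. Cluster 1 held 3170 genes, from 1921. The number of genes past 1.5-fold between the genotypes was 3045 at 0 h, 2823 at 6 h, 3176 at 24 h and 3868 at 48 h. Of those at 6 h, 38.8% were higher in *Arntl* -/- cells.

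With a fuzzifier of 2, the share of cluster 1 genes higher at 6 h than at 0 h was 72.9% in WT and 63.1% in *Arntl* -/-, the share higher at 24 h than at 6 h was 51.9% in WT, and the share higher in *Arntl* -/- than WT was 61.0% at 0 h, 51.3% at 6 h and 66.4% at 24 h. Of clusters 1 and 2, the share highest at 6 h was 9.49% in WT. In cluster 3, the share lowest at 6 h was 88.4% in WT. The memberships kept in *Arntl* -/- were 34.2% in clusters 1 to 3 and 49.5% in clusters 4 and 5.

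With a fuzzifier of 1.5, the share of cluster 1 genes higher at 6 h than at 0 h was 80.4% in WT and 60.8% in *Arntl* -/-, the share higher at 24 h than at 6 h was 41.0% in WT and 62.2% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 65.5% at 0 h, 45.3% at 6 h and 70.2% at 24 h. The share of genes in clusters 1 and 2 highest at 6 h was 12.30% in WT and 13.6% in *Arntl* -/-. The share of cluster 3 lowest at 6 h was 85.0% in WT. In *Arntl* -/-, the memberships kept were 32.6% in clusters 1 to 3 and 47.1% in clusters 4 and 5.

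With each gene in the cluster of its highest membership, the share of cluster 1 genes higher at 6 h than at 0 h was 77.5% in WT and 62.2% in *Arntl* -/-, the share higher at 24 h than at 6 h was 46.8% in WT, and the share higher in *Arntl* -/- than WT was 63.5% at 0 h, 48.3% at 6 h and 68.5% at 24 h. In clusters 1 and 2 together, the share highest at 6 h was 12.1% in WT and 13.3% in *Arntl* -/-. Genes of cluster 3 lowest at 6 h made up 93.9% in WT. Memberships kept in *Arntl* -/- came to 33.9% in clusters 1 to 3.

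With log2 values standardized, the share of cluster 1 genes higher at 6 h than at 0 h was 74.2% in WT, the share higher at 24 h than at 6 h was 63.8% in WT and 70.1% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 39.0% at 48 h. Of clusters 1 and 2, the share highest at 6 h was 8.67% in WT. In cluster 3, the share lowest at 6 h was 98.3% in WT. The memberships kept in *Arntl* -/- were 34.4% in clusters 1 to 3 and 54.3% in clusters 4 and 5.

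With each gene given to the profile of Fig. 1 it correlated with best at r of at least 0.8, the share of cluster 1 genes higher at 6 h than at 0 h was 100% in WT and 69.3% in *Arntl* -/-, the share higher at 24 h than at 6 h was 55.0% in WT and 74.3% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 83.2% at 0 h, 40.5% at 6 h, 71.5% at 24 h and 49.4% at 48 h. The share of genes in clusters 1 and 2 highest at 6 h was 47.8% in WT and 17.4% in *Arntl* -/-. The share of cluster 3 lowest at 6 h was 93.4% in WT. In *Arntl* -/-, the memberships kept were 33.9% in clusters 1 to 3 and 58.6% in clusters 4 and 5. Cluster 1 held 820 genes, from 1921.

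After correction for gene length, the share of cluster 1 genes higher in *Arntl* -/- than WT was 50.7% at 6 h. In clusters 1 and 2 together, the share highest at 6 h was 7.54% in WT and the share highest at 24 h was 28.1% in *Arntl* -/-. Genes of cluster 3 lowest at 6 h made up 87.9% in WT and 22.0% in *Arntl* -/-. Memberships kept in *Arntl* -/- came to 50.1% in clusters 4 and 5. Of the genes past 1.5-fold at 6 h, 28.0% were higher in *Arntl* -/- cells.

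When only a change of at least 1.5-fold counted as higher, the share of cluster 1 genes higher at 6 h than at 0 h was 9.99% in WT and 6.92% in *Arntl* -/-, the share higher at 24 h than at 6 h was 6.51% in WT and 9.37% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 4.06% at 0 h, 1.301% at 6 h, 4.06% at 24 h and 1.61% at 48 h.

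With a pseudocount of 1, the mean log2 ratio of *Cxcr1* changed sign from 0.176 to -0.0201.

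As deposited and with log2 values standardized, the share of cluster 1 genes higher at 6 h than at 0 h was 100% in WT and 63.3% in *Arntl* -/-, the share higher at 24 h than at 6 h was 46.0% in WT and 77.0% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 79.3% at 0 h, 26.1% at 6 h, 68.01% at 24 h and 52.8% at 48 h. Of clusters 1 and 2, the share highest at 6 h was 52.3% in WT and 14.0% in *Arntl* -/- and the share highest at 24 h was 37.8% in *Arntl* -/-. In cluster 3, the share lowest at 6 h was 70.8% in WT and 21.0% in *Arntl* -/-. The memberships kept in *Arntl* -/- were 30.8% in clusters 1 to 3 and 54.8% in clusters 4 and 5.

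After correction for expression level, the share of cluster 1 genes higher at 6 h than at 0 h was 59.1% in WT and 68.4% in *Arntl* -/-, the share higher at 24 h than at 6 h was 90.1% in WT and 77.2% in *Arntl* -/-, and the share higher in *Arntl* -/- than WT was 52.3% at 0 h, 58.01% at 6 h, 49.0% at 24 h and 46.7% at 48 h. The share of genes in clusters 1 and 2 highest at 6 h was 2.37% in WT and 8.60% in *Arntl* -/-. The share of cluster 3 lowest at 6 h was 30.1% in WT and 25.6% in *Arntl* -/-. In *Arntl* -/-, the memberships kept were 46.4% in clusters 1 to 3. The number of genes past 1.5-fold between the genotypes was 215 at 6 h. Of those, 60.0% were higher in *Arntl* -/- cells.

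Among genes with at least 100 scaled reads, the share of cluster 1 genes higher at 6 h than at 0 h was 62.97% in *Arntl* -/-, the share higher at 24 h than at 6 h was 54.1% in WT, and the share higher in *Arntl* -/- than WT was 52.0% at 6 h. In clusters 1 and 2 together, the share highest at 6 h was 7.40% in WT. Genes of cluster 3 lowest at 6 h made up 88.5% in WT. The number of genes past 1.5-fold between the genotypes was 703 at 24 h. Of the genes past 1.5-fold at 6 h, 43.5% were higher in *Arntl* -/- cells.

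In all, 131 values that answer a comparison moved and 13 reversed, and 90 stayed. Of the other values, 8 moved, 5 reversed and 176 stayed. Among these 5, the signs of *Spi1* and *Csf1r* changed because their values were near 0 and the scaling shifts the ratios of all but weakly expressed genes alike, so they show nothing about these genes. The 8587535 to 27036913 reads per library limit the low values, and the filter on them changed the counts past 1.5-fold more than any other alternative. With 1 library per condition, none of these settings measures the variation between cultures or mice.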

Differences from the paper's values

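No value that the paper states for a measure computed here differed by more than 1.5 times. Cluster 1 held 1921 genes, compared with the paper's 1758. With genes with an FPKM of at least 1 it held 3170, and with each gene given to the profile of Fig. 1 it correlated with best it held 820, which are more than 1.5 times away.

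For some statements on direction the values here differed, or could not test them. The paper states that the core genes of clusters 1 and 2 peaked at 6 h in WT cells. With size factors, the centers matched to these clusters correlated with their profiles in Fig. 1 at r = 0.735 and 0.267 and were highest at 48 and 24 h, whereas as deposited r was 0.998 and 0.980. The share of genes highest at 6 h in WT cells follows from these centers, so the 5.79% found with size factors describes other clusters and does not test the statement on the paper's own. Among the alternatives set before the data were examined, the share passed 50% with the values as deposited (52.7%), came to 47.8% with each gene given to a profile of Fig. 1, and was at most 15.9% with the others. With the values as deposited and standardized as log2, an alternative chosen after seeing the values, it was 52.3%, and with the other 2 chosen then it was 2.37 and 7.40%.

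The paper states that most cluster 1 genes were lower in *Arntl* -/- than in WT cells at 6 h. With size factors, 54.7% were higher. The share was below 50% with the values as deposited (25.5%), upper-quartile scaling (37.5%), each gene given to a profile of Fig. 1 (40.5%), a fuzzifier of 1.5 (45.3%), genes with an FPKM of at least 1 (46.8%) and each gene in the cluster of its highest membership (48.3%), all set before the data were examined. It was also below 50%, at 26.1%, with the values as deposited and standardized as log2, an alternative chosen after seeing the values. It stayed above 50% with a fuzzifier of 2 (51.3%), after the correction for gene length (50.7%) and with log2 values (54.2%), and, chosen after seeing the values, after the correction for expression level (58.01%) and among genes with at least 100 scaled reads (52.0%). When only a change of 1.5-fold was counted, 1.301% were higher and 2.97% lower.

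The paper states that many cluster 1 genes in WT cells were slightly lower or unchanged at 24 h compared with 6 h. When only a change of 1.5-fold was counted, 6.51% were higher and 3.07% lower, so that most were unchanged by that limit, in line with the statement. A count of any difference cannot contradict it, but its direction depended on the setting. With size factors, 57.99% were higher at 24 h, with a median log2 change of 0.05. The share was below 50% with genes with an FPKM of at least 1 (39.3%), a fuzzifier of 1.5 (41.0%), the values as deposited (41.4%) and each gene in the cluster of its highest membership (46.8%), and, chosen after seeing the values, with the values as deposited and standardized as log2 (46.0%). It stayed above 50%, from 51.9 to 90.1%, with the other alternatives that counted any difference.

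The paper states that cluster 1 genes were unchanged at 6 h in *Arntl* -/- cells. When only a change of 1.5-fold was counted, 6.92% were higher and 1.35% lower in *Arntl* -/- cells, so that most were unchanged by that limit, and so were most in WT cells, with 9.99% higher and 0.416% lower. A count of any difference cannot contradict the statement on *Arntl* -/- cells. By that count, with size factors, 65.5% were higher than at 0 h, with a median log2 change of 0.11 compared with 0.12 in WT cells. No alternative that counted any difference brought the share to 50% or below, and the lowest was 53.2% among genes with an FPKM of at least 1. For cluster 2, whose rise the paper describes as absent in *Arntl* -/- cells, 57.7% were higher at 6 h than at 0 h. That share was 36.8% with the values as deposited, where 41.6% of all genes were higher. It was 42.1% with each gene given to a profile of Fig. 1, and, chosen after seeing the values, 58.7% after the correction for expression level.

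The paper describes clusters 1 to 3 as more disturbed than clusters 4 and 5. Taken together they were, but 53.8% of the cluster 1 genes stayed with the center of their own cluster in *Arntl* -/- cells, compared with 51.6% in cluster 4 and 51.9% in cluster 5. With the values as deposited the share was 30.1% in cluster 1, 10.6% in cluster 4 and 78.8% in cluster 5, and with each gene given to a profile of Fig. 1 it was 46.6, 30.2 and 74.8%.

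The paper places *Hif1a* in cluster 1 in one sentence and in cluster 3 in another, and *Csf1r* in cluster 2. Both had their highest membership in cluster 3, at 0.306 and 0.509, and also with the values as deposited, at 0.327 and 0.508. *Il1b*, which the paper places in cluster 1, had its highest membership in cluster 2, at 0.389, and in cluster 1 with the values as deposited, at 0.315.

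The paper reports terms for NF-κB signaling in cluster 1 and innate immune responses in cluster 3. Of the listed NF-κB and TLR4 genes, 14.9% were in cluster 1, where 19.8% of all genes analyzed were. With the values as deposited the share was 38.3%, compared with 14.7% of all genes, and with the other alternatives run it was at most 17.0%. In cluster 3 the share was 17.0%, at percentile 0 of the matched random lists. The lists are not the ontology terms of the paper.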

Other observations

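The tests with a cluster made on the *Arntl* -/- libraries and with the listed TLR4 genes were chosen only after the result they measure was seen, and the comparison of clusters made on each genotype was written earlier.

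The paper compares *Arntl* -/- cells with WT cells in clusters chosen on the WT libraries. When clusters were made in the same way on the *Arntl* -/- libraries, 43.7% of the memberships stayed with their center in WT cells, compared with 42.9% of those made on WT cells that stayed in *Arntl* -/- cells, a difference of 0.794 percentage points. Over all clusters, the lower clarity of the WT clusters in *Arntl* -/- cells may therefore follow from the choice of genes. The clusters differed, however. For cluster 3, 15.4% of the genes of the WT cluster stayed in *Arntl* -/- cells, compared with 51.8% of the genes of the *Arntl* -/- cluster in WT cells, whereas for clusters 1, 2, 4 and 5 the shares were 53.8, 43.3, 51.6 and 51.9% compared with 44.1, 33.3, 41.3 and 43.7%. As deposited, 53.0% of the genes of the WT cluster 3 stayed in *Arntl* -/- cells. The differences within clusters were not tested, and how closely the *Arntl* -/- centers matched the profiles of Fig. 1 is not given here.

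The direction of cluster 1 between the genotypes was examined in the same way. A cluster of 2357 genes made on the *Arntl* -/- libraries was assigned to the same profile of Fig. 1. Of its genes, 68.3% were higher in WT cells at 0 h, 27.1% at 6 h and 65.3% at 24 h, where 53.0, 47.5 and 50.9% of all genes analyzed were. As deposited, these shares were 58.2, 42.9 and 57.5%, where 38.5, 69.7 and 42.8% of all genes were. With each gene given to a profile of Fig. 1 they were 73.2, 15.0 and 56.7%, and with that alternative and the values as deposited 63.1, 31.7 and 48.0%. How closely the centers of the clusters made on *Arntl* -/- followed their profile is not given here. The genes given to a profile correlated with it at r of at least 0.8. The higher value of cluster 1 in *Arntl* -/- cells at 0 h may therefore follow in part from choosing genes on 1 genotype, and so may that at 24 h, although in the last of these settings the share was below 50% while above that of all genes. At 6 h the cluster made on the WT libraries by fuzzy c-means was not lower in *Arntl* -/- cells with size factors (54.7% higher). There the 2 directions did not mirror each other. They did with the values as deposited (25.5% higher) and, with size factors, with each gene given to a profile of Fig. 1 (40.5% higher). The listed NF-κB and TLR4 genes, which were not chosen on the data and of which 7 of 47 were in cluster 1, had a median log2 ratio of *Arntl* -/- to WT of 0.13 at 0 h, at percentile 100 of the matched random lists, and 0.21 with the values as deposited. Their higher level at 0 h in *Arntl* -/- cells is a hypothesis that rests on 1 library of each genotype, and a difference between the cultures was not tested.

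Across the 9720 genes, which are not independent replicates, the log2 ratios of *Arntl* -/- to WT at 2 times correlated at Pearson's r = 0.367 between 0 and 24 h, 0.246 between 24 and 48 h, 0.204 between 0 and 48 h, 0.101 between 6 and 48 h, 0.0128 between 6 and 24 h and -0.117 between 0 and 6 h.

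For the genes that the paper measured by quantitative PCR, the RNA-seq libraries gave these values. The log2 ratio of *Arntl* -/- to WT at 0, 6, 24 and 48 h was 1.40, 0.37, 1.25 and 0.94 for *Nos2*, 0.99, 0.30, 0.25 and 0.71 for *Il1b*, -0.29, 0.38, -0.18 and 0.11 for *Csf1r*, and 0.11, 0.09, 0.10 and 0.29 for *Hif1a*. Among the clock genes it was 1.43, 2.35, 1.69 and 1.18 for *Per2*, 2.19, 1.73, 1.96 and 2.39 for *Cry1*, and 0.62, 1.07, 1.302 and 0.36 for *Cry2*. The mean over the 4 times was 0.21 for *Per1*. At *Mmp9* and *Cx3cr1* the paper measured the eRNA, and the log2 ratio of the mRNA was -0.21, 0.49, -0.17 and 0.06 for *Mmp9* and 0.98, 1.50, 1.07 and 2.02 for *Cx3cr1*. By quantitative PCR the paper describes *Csf1r* in *Arntl* -/- cells as low at 6 h and raised after 24 h. Read against WT cells, the ratios here went the other way, at 0.38 and -0.18. The 972 most highly expressed genes, among them *Csf1r* and *Mmp9*, had medians of -0.18, 0.34 and -0.14 at 0, 6 and 24 h. The ratios of these 2 genes at those times cannot be told apart from that difference between the libraries. *Npas2* had 0, 8, 0 and 0 reads in WT cells and 26, 23, 6 and 11 in *Arntl* -/- cells. *Il6* had 0, 76, 32 and 12 reads in WT cells and 18, 33, 63 and 9 in *Arntl* -/- cells, so its ratio at 0 h is not resolved.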
